# JMJD-5/KDM8 regulates H3K36me2 and is required for late steps of homologous recombination and genome integrity

**DOI:** 10.1371/journal.pgen.1006632

**Published:** 2017-02-16

**Authors:** Pier Giorgio Amendola, Nico Zaghet, João J. Ramalho, Jens Vilstrup Johansen, Mike Boxem, Anna Elisabetta Salcini

## Abstract

The eukaryotic genome is organized in a three-dimensional structure called chromatin, constituted by DNA and associated proteins, the majority of which are histones. Post-translational modifications of histone proteins greatly influence chromatin structure and regulate many DNA-based biological processes. Methylation of lysine 36 of histone 3 (H3K36) is a post-translational modification functionally relevant during early steps of DNA damage repair. Here, we show that the JMJD-5 regulates H3K36 di-methylation and it is required at late stages of double strand break repair mediated by homologous recombination. Loss of *jmjd-5* results in hypersensitivity to ionizing radiation and in meiotic defects, and it is associated with aberrant retention of RAD-51 at sites of double strand breaks. Analyses of *jmjd-5* genetic interactions with genes required for resolving recombination intermediates (*rtel-1*) or promoting the resolution of RAD-51 double stranded DNA filaments (*rfs-1* and *helq-1*) suggest that *jmjd-5* prevents the formation of stalled postsynaptic recombination intermediates and favors RAD-51 removal. As these phenotypes are all recapitulated by a catalytically inactive *jmjd-5* mutant, we propose a novel role for H3K36me2 regulation during late steps of homologous recombination critical to preserve genome integrity.

## Author summary

DNA damage repair occurs in the context of chromatin and it is influenced by post-translational modifications of histone proteins. The level of methylation at lysine 36 of histone 3 (H3K36) plays an important role in early phases of DNA damage repair by recruiting early repair factors at the site breaks and regulating the formation of RAD-51 foci. Here, we suggest that the regulation of H3K36me2 levels by JMJD-5 is also relevant at later stages of DNA repair. By using *C*. *elegans* as model system, we show that loss of *jmjd-5*, resulting in increased levels of H3K36me2, impairs the resolution of recombination intermediates and the release of RAD-51, with consequences in the DNA repair process after ionizing radiation and in meiotic recombination. Thus, our work provides further insights into the mechanism regulating H3K36 methylation and its central role in repair of double strand breaks and in genome stability.

## Introduction

Cells have developed several pathways to promptly remove DNA lesions of different types in order to prevent dangerous outcomes such as cell death, DNA deletions and chromosomal rearrangements that can contribute to human diseases [1–3]. Double strand breaks (DSBs), involving both DNA strands, can be repaired by homologous recombination (HR), which uses the sister chromatid or the homologous chromosome as template to direct an error-free repair. Presynaptic steps of HR include the generation of ssDNA overhangs by DNA end resection and recruitment of the strand exchange protein RAD51 to the break site. This is followed by strand invasion of the ssDNA overhang into the DNA template (synapsis), formation of displacement loops (D-loops), and DNA synthesis [1]. Postsynaptic events of DSBs repair can proceed either with second DSB end capture and formation of Hollyday junctions (by the double Hollyday Junction pathway dHJ), or with the displacement of the invading strand and its ligation with the second end (by the SDSA pathway) [4]. Alternatively, DSBs can be repaired by the error-prone non-homologous end-joining pathway (NHEJ) [5]. NHEJ is based on protection of DNA ends mediated by the recruitment of Ku70/80 heterodimers and ligation of the ends by the DNA ligase 4/XLF/XRCC4 complex [6]. Though DSBs are generally deleterious, specific cell types self-inflict DSBs in particular conditions. This is the case in budding yeast during mating-type switching, in lymphocytes during V(D)J recombination or in germ cells during meiosis, in which DSB formation is a required step in the formation of crossovers between homologous chromosomes.

After DNA damage, cells activate a series of events, generally called DNA damage response, that includes the sensing of the damage, signaling and repair. In eukaryotes, the response to damage occurs in the context of chromatin in the cell nucleus, in which the DNA is wrapped around histone proteins [7]. Several studies highlight the relevance of chromatin components to properly execute DNA damage response and achieve successful repair. Over the last years, the role of histone variants, heterochromatic proteins and ATP-dependent chromatin remodeling factors in DNA damage response has been investigated in detail [8, 9]. Similarly, several histone modifications have been functionally linked to DNA damage repair [10–15]. In particular, the methylation state of histone H3 lysine 36 (lysines can be mono-, di- and tri-methylated) is emerging as a modification with key roles in the early phases of DNA repair. In human, tri-methylation of histone H3 lysine 36 (H3K36me3) is required for DNA damage sensing and DSB repair through HR, by promoting the recruitment of early components required for the formation of RAD51 foci [16–18]. Loss of the methyltransferase SETD2, responsible for H3K36me3 deposition, and overexpression of the H3K36me3-specific demethylase JMJD2A/KDM4A, inhibit DSB repair by HR. SETD2 and KDM4A members have also been implicated in DNA mismatch repair, in microsatellite instability, and in increased spontaneous mutation frequency, further indicating the relevance of this mark in genome stability [19, 20]. Likewise, di-methylation of H3K36 (H3K36me2) has been associated with early steps of the NHEJ repair pathway. After damage, H3K36 is rapidly di-methylated by the methyltransferase Metnase, which promotes NHEJ by recruiting early DNA repair components such as NBS1 and Ku70. Loss of Metnase and ectopic expression of JHDM1A, a KDM2 family member with specificity for H3K36me2, impair DSB repair by NHEJ [21, 22]. It is currently unknown if H3K36me2 also promotes HR-based repair. Furthermore, whether the modulation of H3K36 methylation is required after the initiation of DNA repair and for the progression of the repair process has not been investigated.

Considering the complexity and the dynamic nature of histone post-translational modifications, it is of crucial importance to systematically investigate the contribution of enzymes regulating histone post-translational modifications to DNA repair processes. *C*. *elegans* is an excellent model organism to uncover factors involved in induced-DNA damage repair, both in somatic and germ cells, by genetic screening approaches [23–25]. The mechanisms of DSBs formation and repair that occur physiologically in meiotic cells have been also studied in detail in the germline of *C*. *elegans* [26]. Importantly, DNA damage repair pathways are well conserved in the nematode and many of the components required in mammalian cells to ensure genome stability have also been identified in *C*. *elegans* as key molecules participating in responses to DNA damage [27].

In a screen to uncover potential roles of histone demethylases in the response to DSBs, we identified *jmjd-5* as a gene required for protecting germ cells from DSBs. JMJD-5 shares homology with the mammalian JMJD5/KDM8, a JmjC-containing protein essential for mouse embryonic development, cancer growth and mitotic division [28–32]. To date, the catalytic activity of JMJD5/KDM8 is debated, with reports supporting a role of this protein as a demethylase and others as a hydroxylase [29, 33–36].

Here we show that, in *C*. *elegans*, JMJD-5 regulates the level of H3K36me2 and it is required for DSB repair by the HR pathway. Animals carrying a deletion of *jmjd-5* are hypersensitive to IR and show prolonged retention of RAD-51 at DSBs, both after IR and during meiotic recombination. We found that *jmjd-5* genetically interacts with *rtel-1* and *helq-1*, which encode DNA helicases required for the resolution of postsynaptic recombination intermediates and the removal of RAD-51 from dsDNA-RAD-51 filaments, respectively [37, 38]. This suggests a postsynaptic role for JMJD-5 in regulating HR by promoting RAD-51 eviction and the progression of DNA repair. Importantly, the phenotypes observed in *jmjd-5* mutant animals are recapitulated in a catalytic inactive mutant, suggesting a novel and critical role for H3K36me2 regulation in late steps of DNA damage repair and in safeguarding genome integrity.

## Results

### *jmjd-5(tm3735)* animals are hypersensitive to IR

To identify potential histone demethylases involved in DSB repair, we performed a candidate screen of existing mutants of genes encoding JmjC-containing proteins. We identified *jmjd-5* as a gene required for normal response to ionizing radiation (IR), a source of DSBs. *jmjd-5* encodes for a 578 amino acid long protein and it is a member of the KDM8 family of proteins (Fig 1A and S1 Fig). The *jmjd-5(tm3735)* allele used in the screen carries a deletion of 621 bp plus an insertion of 2 bp in the *jmjd-5* gene (Fig 1A), which results in a significant decrease of the associated transcript level (Fig 1B). Analyses under standard growth conditions (20°C) revealed that *jmjd-5(tm3735)* animals are phenotypically wild-type, with only a slightly reduced brood size [average +/- sem: wild type (N2): 289+/-4, n = 25, *jmjd-5(tm3735)*: 231+/-19, n = 19] and very low level of embryonic lethality (Table 1).

**Fig 1:**
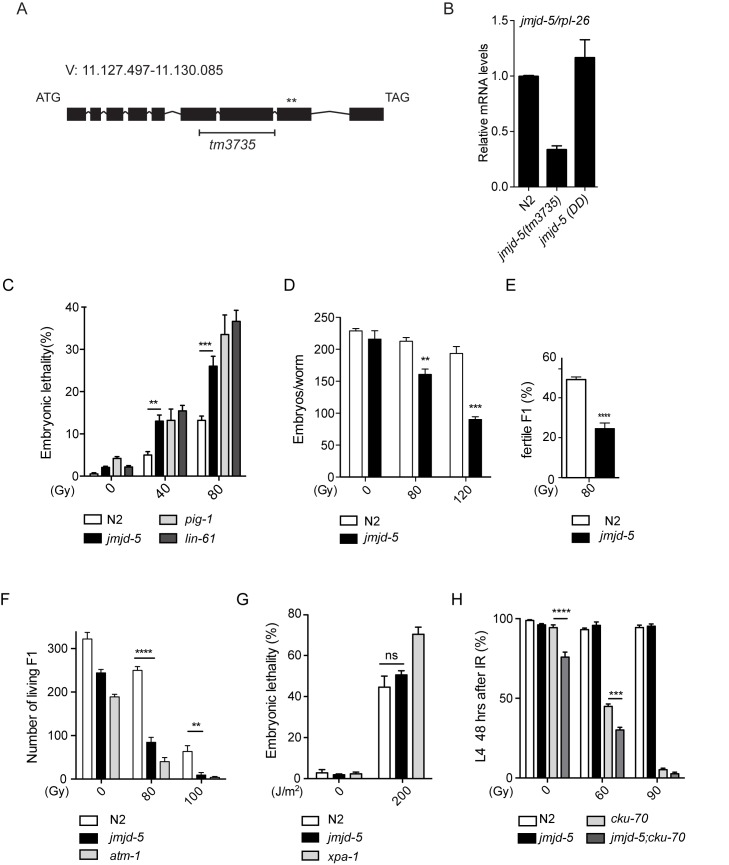
*jmjd-5* mutant animals are hypersensitive to IR. (A) Genomic structure of the *jmjd-5* gene. Dark boxes represent coding sequences and lines represent introns. The black H-shaped bar specifies the deletion in the *tm3735* allele and the asterisks indicate the position of the two amino acids (H484 and D486) located in the JmjC domain, mutagenized in *jmjd-5(DD)*. (B) Quantification of *jmjd-5* mRNA levels by qRT-PCR in the indicated strains. *rpl-26* is used as internal control. (C) Percent of embryonic lethality in the indicated strains observed after irradiation of young adult worms (24 h post L4) with 0, 40, or 80 Gy of IR. (D) Brood size in N2 and *jmjd-5(tm3735)* after IR treatment of young adults with 0, 80, or 120 Gy. Deposited embryos are counted from the time of irradiation. (E) Percentage of fertile animals in N2 and *jmjd-5(tm3735)* (evaluated by the presence of embryos in the uterus) among the living F1 progeny of irradiated mothers. (F) Number of living F1 animals in the indicated strains after irradiation of L1 larvae with 0, 80, or 100 Gy of IR. L1 were irradiated and the total number of living F1 offspring that passed the L1 stage is reported. (G) Percent of embryonic lethality in the indicated strains observed after treatment of young adult worms with 0 or 200 J/m^2^ of UV. (H) Percent of irradiated L1 of the indicated strains that developed to the L4 stage in 48 hours. In C-H, *pig-1(gm344)*, *lin-61(n3809)*, *atm-1(gk186)*, *cku-70(tm1524)* and *xpa-1(ok698)* are used as positive controls. In B-H, data are represented as means ± sem from at least 3 biological independent experiments. ****p< 0.0001, ***p<0.005, **p<0.01, n.s. = not significant, with two-tailed, unpaired t-test.

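In the WBcel235 annotation, jmjd-5 lies on the forward strand of chromosome V from 11127497 to 11130095, a span of 2599 bp. Its annotated transcript has 9 exons with 1799 bases in all. The coding sequence starts at the first base of exon 1, holds 1734 bases without the stop codon and encodes 578 amino acids. A 3′ UTR of 62 bases follows the stop codon in exon 9. The longest exon is exon 7, with 441 bases from 11128733 to 11129173, and the intron before exon 9 is 369 bp long. The codon of H484 occupies positions 11129377 to 11129379 and the codon of D486 positions 11129383 to 11129385, both inside exon 8, which spans 11129218 to 11129499. The ends of the tm3735 deletion were not located here.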

**Table 1:** Embryonic lethality and male production in *jmjd-5* mutant animals. Embryonic lethality (Emb) and male production of the indicated genotypes were measured at 20°C and after growing the animals at 25°C for 5 generations.

Genotype	Emb (%)	Male (%)
N2 (20°C)	0.2 (n = 2119)	0.07 (n = 1485)
*jmjd-5(tm3735)* (20°C)	2.3 (n = 1057)	0.08 (n = 1303)
*jmjd-5(DD)* (20°C)	2.7 (n = 1475)	0.2 (n = 1475)
N2 (25°C)	1.8 (n = 4562)	0.2 (n = 3971)
*jmjd-5(tm3735)* (25°C)	11.8 (n = 2483)	3.2 (n = 1706)
*jmjd-5(DD)* (25°C)	11.7 (715)	2.3 (n = 1107)

However, when exposed to different doses of IR, adult *jmjd-5(tm3735)* animals showed increased embryonic lethality of their progeny (Fig 1C), increased chromosomal abnormalities in diakinesis (N2: 28.5%, n = 63, *jmjd-5*: 54.7%, n = 53, 80Gy) and reduced fertility, compared to N2 animals (Fig 1D). Moreover, the surviving *jmjd-5* F1 animals generated after the irradiation of adult animals, showed an increased rate of sterility (Fig 1E). Hypersensitivity to IR was also observed when we irradiated *jmjd-5(tm3735)* L1 larvae and measured their ability to produce viable progeny (Fig 1F). In contrast, the response to exposure to UV-C, known to generate lesions in only one DNA strand [39], was unaffected in *jmjd-5(tm3735)* animals, as the embryonic mortality rate was similar to that of N2 animals (Fig 1G). Overall, these results suggest that *jmjd-5* plays a protective role both in adult and larval germ cells towards double strand DNA damage. As the *C*. *elegans* germ cells favor HR-mediated repair, our data also support a role for *jmjd-5* in HR-mediated repair. To address whether *jmjd-5* also functions in NHEJ, an efficient but error-prone repair pathway activated mainly in somatic cells [40], we irradiated late embryos and tested their rate of growth. Irradiation of *jmjd-5* late embryos did not result in larval arrest, in contrast to animals lacking the NHEJ gene *cku-70*, suggesting that *jmjd-5* is not involved in NHEJ repair (Fig 1H). It should be noted, however, that the *cku-70; jmjd-5* double mutant has a low but significant larval arrest under normal conditions, suggesting that *jmjd-5* may have a protective role in somatic cells that is revealed when the NHEJ pathway is abrogated. In support of this possibility, *jmjd-5* was previously identified in a genome-wide RNA interference screen as required to protect genome stability in somatic cells [24].

In summary, loss of *jmjd-5* results in increased embryonic lethality and in decreased brood size after gamma irradiation, suggesting a role of *jmjd-5* in the HR-mediated repair process that protects germ cells from the consequences of DSBs generated by IR treatment.

### DNA damage checkpoints are activated normally in *jmjd-5* mutant animals

After DNA damage, germ cells activate protective processes, including a block of mitotic cell division to allow DNA repair before replication, and the promotion of apoptosis to eliminate damaged cells. After IR, we observed a reduction in mitotic cell number in *jmjd-5(tm3735)* comparable to that detected in N2 animals (Fig 2A). This suggests that the checkpoint response to DNA damage in mitotic cells takes place normally in this mutant. Indeed, enlarged mitotic nuclei, generally regarded as a sign of mitotic arrest, are observed both in N2 and *jmjd-5(tm3735)* germlines after irradiation (Fig 2B). Likewise, apoptosis is activated in *jmjd-5(tm3735)* animals, as demonstrated by the presence of syto12-positive cells (Fig 2C) and increased transcript levels for the pro-apoptotic *cep-1*/p53-dependent genes *egl-1* and *ced-13* after IR (Fig 2D). Of note, *jmjd-5* mutant animals show increased apoptosis compared to wild-type animals not only after DNA damage induction by irradiation but also in untreated conditions (Fig 2C).

**Fig 2:**
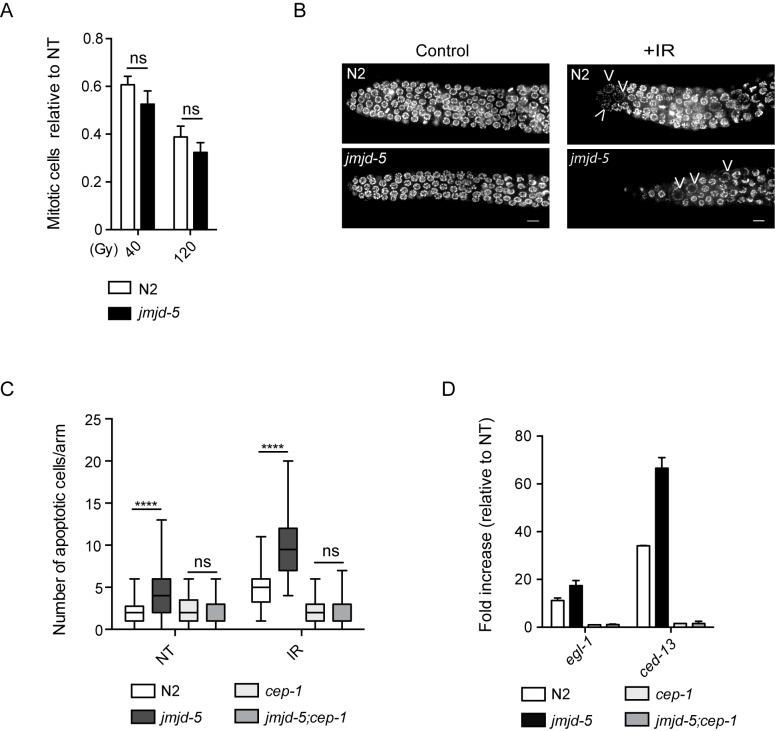
*jmjd-5* is not required for DNA damage checkpoints activation. (A) Number of mitotic cells in N2 and *jmjd-5(tm3735)* after irradiation of young adults with 40 and 120 Gy, counted 24 h after IR, relative to the non treated (NT) animals. (B) Representative images of germlines dissected from N2 and *jmjd-5* animals, 24 hours after irradiation with 0 (control) or 80 Gy (+IR), stained with DAPI. Arrowheads indicate arrested and enlarged nuclei. Scale bar: 5 μm. (C) Quantification of apoptotic cells in the indicated strains after staining with SYTO12, 24 hours after IR treatment (80Gy). NT, not treated. Between 40 and 78 animals were scored for genotype and condition. ****p< 0.0001, n.s. = not significant, with two-tailed, unpaired t-test. (D) Relative mRNA expression levels of the pre-apoptotic genes *egl-1* and *ced-13* in the indicated strains, 24 hours after IR treatment, measured by qPCR. Values are normalized to untreated samples and *act-1* is used as internal control. Graph is an average of two biological independent experiments ± sem. *cep-1(gk138)* is used as control.

Consistently, removal of *cep-1*, required for eliminating damaged germ cells, in *jmjd-5(tm3735)* background is accompanied by a partial, but significant, restoration of fertility, by increased embryonic lethality and reduction of apoptosis (S2A–S2C Fig and Fig 2C and 2D).

These results indicate that checkpoint responses to IR are not defective in *jmjd-5* mutants, suggesting that the hypersensitivity to IR may be due to compromised DNA damage repair.

### *jmjd-5* is required for proper DNA damage repair

DSB repair by HR is initiated by DNA-end resection followed by the recruitment of members of the recombinase family RecA/RAD-51 to the ssDNA. RAD-51 is a commonly used marker of DSBs whose recruitment at DNA breaks can be visualized as distinct bright foci by immunofluorescence microscopy. RAD-51 foci show a characteristic localization pattern in N2 germlines, as schematically shown in Fig 3A. Under physiological conditions, RAD-51 identifies DSBs required for meiotic recombination generated by *spo-11* [41]. RAD-51 foci arise in the transition zone (TZ, zone 3), where recombinant intermediates start to be coated by RAD-51, peak at early/mid pachytene (zone 4 and 5) and disappear in late pachytene (zone 6 and 7) [41, 42]. We first analyzed the pattern of RAD-51 staining in N2 and *jmjd-5(tm3735)* animals under normal conditions (Fig 3B). We found that the onset of RAD-51 staining was normal in *jmjd-5(tm3735)* animals and, despite a small decrease in the absolute number of RAD-51 foci in mid-pachytene (zone 5), the RAD-51 staining clearly arose in early and mid pachytene germ nuclei of *jmjd-5(tm3735)*. This suggests that the initial recruitment of RAD-51 on DSBs is unaffected in the mutant (Fig 3B). However, we observed that *jmjd-5(tm3735)* animals showed a small but consistent increase in the size of the region containing RAD-51 foci, with some foci persisting until the very end of pachytene, where they are normally absent in N2 (Fig 3B and 3C) (zone 6 *p*< 0.0001, zone 7, *p*<0.005, Student’s *t-test*, unpaired), suggesting that the *jmjd-5* mutant animals could encounter *spo-11*-independent unscheduled damage or have impaired repair of DSBs. To distinguish between these two possibilities, we analysed the staining of RAD-51 in *jmjd-5(tm3735);spo-11(me44)* genetic background. A dramatic decrease of RAD-51 staining was observed in both strains and no significant difference in the number of RAD-51 foci was observed in the double mutant compared to *spo-11* mutant (*p*>0.1, Student’s *t-test*, unpaired) (S3A Fig), indicating that the increase of RAD-51 foci observed in *jmjd-5* mutant is most likely related to defective DNA damage repair. Similarly, the increase of apoptotic cells observed in *jmjd-5* mutant animals (Fig 2C) was *spo-11*-dependent (S3B Fig). We repeated the RAD-51 analysis after IR and, as expected, both N2 and *jmjd-5(tm3735)* animals showed a large increase of RAD-51 staining and foci were observed in late pachytene (zone 6 and 7) also in N2. However, in *jmjd-5(tm3735)* animals, the average number of RAD-51 foci per nucleus in this region was significantly increased, compared to N2 (Fig 3C). We were unable to determine the exact number of RAD-51 foci in early/mid pachytene in this condition, due to the massive levels of RAD-51 staining.

**Fig 3:**
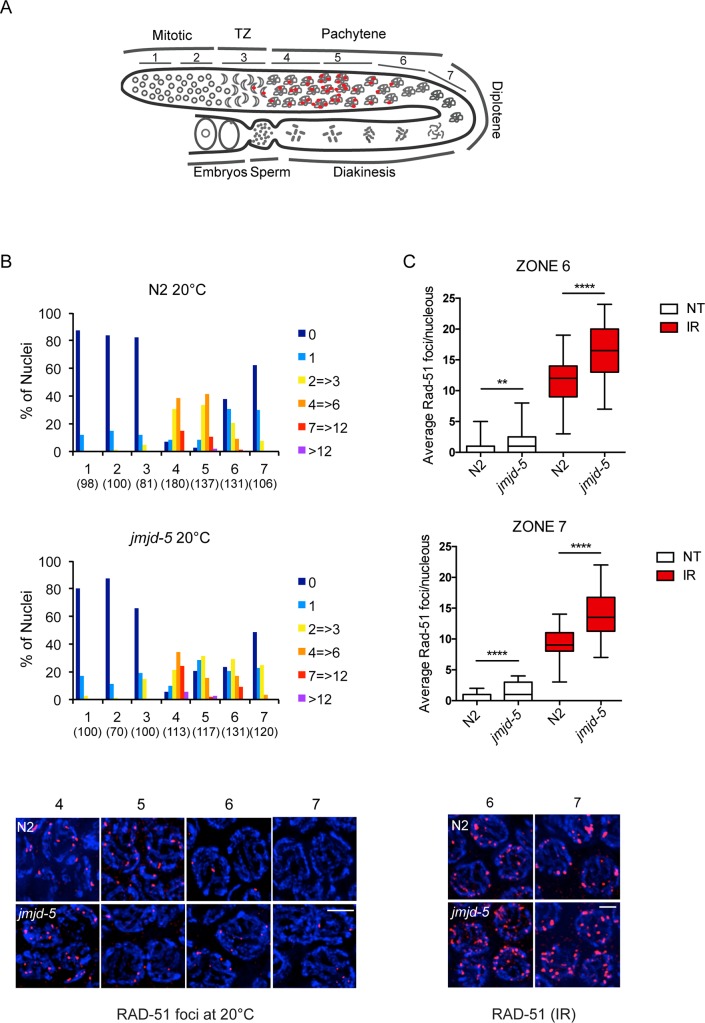
Aberrant RAD-51 staining in *jmjd-5* mutant animals. (A) Schematic representation of a *C*. *elegans* gonad arm, showing the position of the 7 zones scored for RAD-51 foci. TZ is the transition zone. Red dots represent RAD-51 foci distribution, according to literature. (B) Top. Histograms showing the quantification of RAD-51 foci in the extracted germlines of N2 and *jmjd-5(tm3735)* animals. Numbers in parenthesis indicate the number of nuclei analyzed. Bottom. Representative images of RAD-51 (red) and DAPI (blue) staining in germlines dissected from N2 and *jmjd-5(tm3735)* animals grown at 20°C. Nuclei from zones 4, 5, 6 and 7 are shown. (C) Top. Quantification of RAD-51 foci per nucleus in zones 6 and 7 of N2 and *jmjd-5(tm3735)* germlines, treated or not with IR (30Gy, 6 hours after the IR). At least 40 nuclei, from a minimum of 4 germlines for each genotype, were quantified for each zone and genotype. ****p< 0.0001, **p< 0.001, with two tailed unpaired t-test. Bottom. Representative images of RAD-51 (red) and DAPI (blue) staining in germlines dissected from N2 and *jmjd-5* animals, 6h after IR (30Gy). Nuclei from zones 6 and 7 are shown. In (B) and (C), each image shows a projection of multiple z-stacks (0.2 μm spacing) of the entire nuclei. 100X magnification, scale bar 2 μm.

Overall, these experiments show that *jmjd-*5 is likely not required at early steps of DNA repair, as RAD-51 is normally recruited to DSBs. Instead, *jmjd-5* mutant animals show a persistence of RAD-51 staining in late pachytene, rather supporting a role of *jmjd-5* in successfully completing DSB repair. Furthermore, the fact that aberrant persistence of *spo-11*-dependent RAD-51 foci is detected under normal conditions suggests a possible role for *jmjd-5* in HR occurring during meiosis.

### Role of *jmjd-5* in meiotic homologous recombination

In addition to repair of DNA damage, HR is also required during meiosis. In this process, HR contributes to the formation of chiasmata, the structure that holds together the homologous chromosomes and ensures proper chromosome segregation in meiosis I. Failure to recombine results in chromosome misaggregation and aneuploid gametes, leading to embryonic lethality, as well as an increased number of males, generated by impaired X chromosome disjunction [43, 44]. We analyzed *jmjd-5(tm3735)* animals grown at 20°C and at 25°C, the latter being a temperature known to challenge the recombination process [45]. We did not observe signs of aberrant HR during meiosis at 20°C (Table 1), however, when animals were grown at 25°C for several generations (the data reported refer to the analysis of N2 and *jmjd-5(tm3735)* after five generations at 25°C), we noted decreased fertility (average +/- sem: N2: 185+/- 8, n = 12, *jmjd-5(tm3735)*: 78+/-13, n = 11) and a mild but significantly increased embryonic lethality and male production rates in the *jmjd-5(tm3735)* genetic background, compared to N2 (Table 1). In line with these latter phenotypes, we observed oocytes with aberrant numbers of paired chromosomes and, in some cases, with fragmented or compacted chromosomes (Fig 4A). The fact that these phenotypes appear after several generations at 25°C strongly indicates that they are not related to an intrinsic temperature sensitive property of the hypothetical mutated JMJD-5 protein. Instead, this observation suggests a protective role of *jmjd-5* in the germ cells at high temperature, which prompted us to visualize the pattern of RAD-51 staining at 25°C. In N2, the pattern of RAD-51 staining was qualitatively very similar to that observed at 20°C, with a clear reduction of RAD-51 foci in late pachytene (zone 6 and 7, compare Fig 3B and Fig 4B). We did observe a minor increase in the percentage of mid/late pachytene nuclei with higher numbers of RAD-51 foci (zone 5 and 6, *p*<0.005, Student’s *t-test*, unpaired), which could reflect the increased level of recombination occurring at this temperature, [45]. In contrast, in *jmjd-5(tm3735)* animals grown at 25°C the percentage of nuclei with high numbers of RAD-51 foci was increased compared to N2 cultivated at the same temperature (Fig 4B and 4C) (zones 4–7, *p*<0.0001, Student’s *t-test*, unpaired) and to *jmjd-5(tm3735)* grown at 20°C (compare Fig 3B and Fig 4B) (zone 4, *p*<0.005, zones 5–7, *p*<0.0001, Student’s *t-test*, unpaired). Furthermore, similarly to what we observed at 20°C, RAD-51 staining was also observed in a large percentage of nuclei in the late pachytene region of mutant germlines (Fig 4B and 4C). Persistent lesions derived by defects in meiotic DSB repair are reported to activate a meiotic checkpoint resulting in increased apoptosis [27, 46]. We therefore analyzed the rate of apoptosis in animals grown at 25°C and observed increased apoptosis in *jmjd-5(tm3735)* animals (S4 Fig) compared to wild type N2 in the same conditions, further confirming a role for *jmjd-5* in DSB repair.

**Fig 4:**
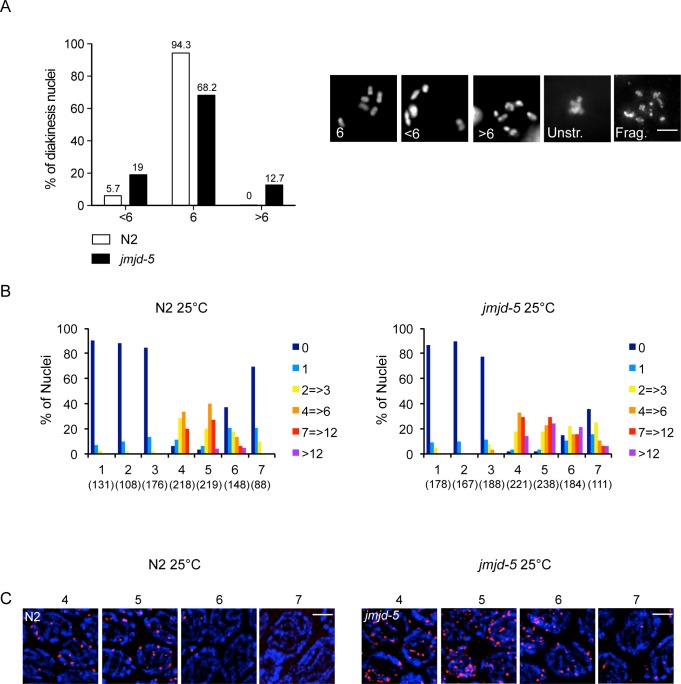
Role of *jmjd-5* in meiotic homologous recombination. (A) Left. Quantification of DAPI-stained bodies at diakinesis in N2 and *jmjd-5* mutants, grown at 25°C for five generations. Nuclei were divided in three classes based on the number of DAPI-stained bodies/nucleus, presented in the x-axis. The y-axis represents the percentage of nuclei in each class. Numbers of nuclei scored were 122 for N2 and 110 for *jmjd-5(tm3735)*. Right: representative images of DAPI-stained nuclei at diakinesis in N2 and *jmjd-5(tm3735)* mutants grown at 25°C for five generations. The number within each panel indicates the number of DAPI-stained bodies detected. Unstr: Unstructured chromosomes, Frag: Fragmented chromosomes. Scale bar 5 μm. (B) Histograms showing the quantification of RAD-51 foci in germlines extracted from N2 (left) and *jmjd-5(tm3735)* (right) animals grown at 25°C for five generations. Numbers in parenthesis indicate the number of nuclei analyzed. (C) Representative images of RAD-51 (red) and DAPI (blue) staining in dissected germlines of N2 (left) and *jmjd-5(tm3735)* (right) grown at 25°C for five generations. Nuclei from zones 4, 5, 6 and 7 are shown. In (A) and (C) each panel shows a projection of multiple z-stacks (0.2 μm spacing) of the entire nucleus. 100X magnification, scale bar 2 μm.

The observation that RAD-51 foci persist to late pachytene in *jmjd-5* mutant animals at any temperature tested and after DNA damage, indicates a role for *jmjd-5* in steps occurring after RAD-51 loading and suggests that loss of *jmjd-5* results in HR intermediates loaded with RAD-51 that cannot be properly resolved, leading to increased apoptosis and chromosomal instability.

### *jmjd-5* facilitates postsynaptic RAD-51 removal

To gain information regarding the site of JMJD-5 action, we used genetic approaches. JMJD-5 may act presynaptically, after RAD-51 recruitment on ssDNA, or postsynaptically, after D-loop formation. We postulated that if removal of *jmjd-5* results in increased stalled postsynaptic HR intermediates, the concomitant lost of *rtel-1*, a gene required for their resolution [37], should result in a worsening of the *jmjd-5* phenotypes. As *jmjd-5(tm3735)* shows embryonic lethality after some generations at 25°C, we measured the embryonic lethality of *jmjd-5;rtel-1* double mutants at this temperature. We found that, after only one generation at 25°C, embryonic viability was significantly affected, in comparison to single mutants (Fig 5A), indicating that loss of *jmjd-5* results in the formation of stalled HR intermediates that require *rtel-1* to be resolved. Considering that *rtel-1* disassembles RAD-51 double stranded DNA filaments (RAD-51-dsDNA) and has no activity on single stranded DNA-RAD-51 filaments (RAD-51-ssDNA) [37], our result also suggests that *jmjd-5* acts in a post-strand invasion step of HR.

**Fig 5:**
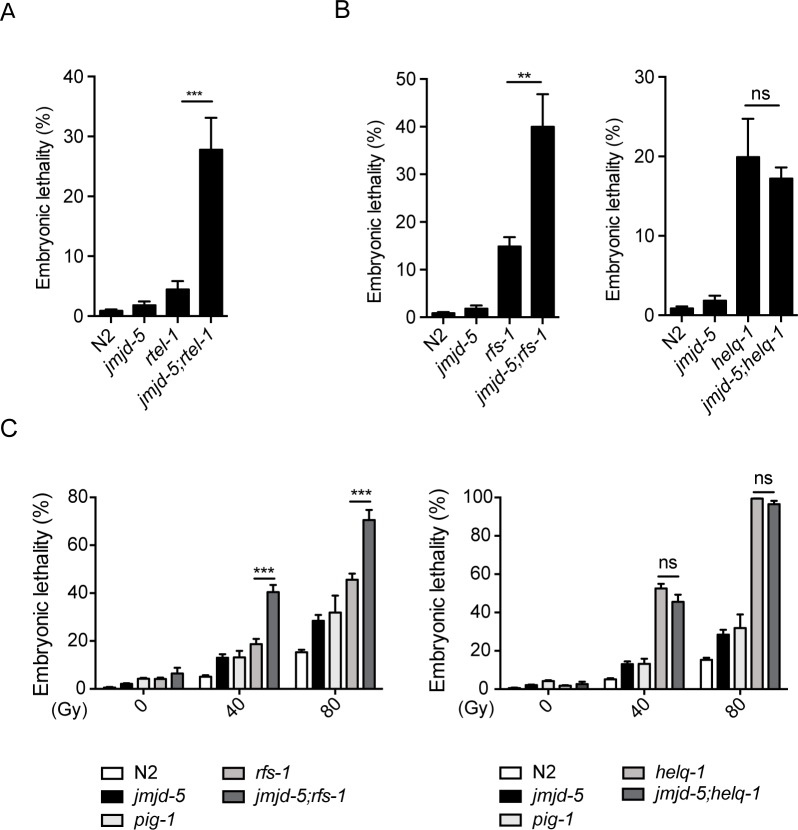
Genetic interaction analysis of *jmjd-5* with *rtel-1*, *helq-1* and *rfs-1*. (A) Percentage of embryonic lethality measured in the indicated strains, grown at 25°C for one generation. Embryos from adult animals grown at 20°C were plated at 25°C and their ability, once adult, to produce viable progeny was measured. (B) Percentage of embryonic lethality measured in the indicated strains, grown at 25°C for one generation as described in (A). (C) Percentage of embryonic lethality in the indicated strains after treatment of young adults worms with 0, 40 and 80 Gy. *pig-1(gm344)* is used as positive control. Data are represented as means ± sem from at least 3 biological independent experiments. ***p<0.005, **p<0.01, n.s. = not significant, with two-tailed, unpaired t-test.

The completion of HR events requires the eviction of RAD-51 from dsDNA, a process promoted, in *C*. *elegans*, by at least by two genes: *helq-1*, a helicase of the family of MUS308, and *rfs-1*, a paralog of RAD-51 [38]. *rfs-1* and *helq-1* act in two parallel and redundant pathways to remove RAD-51 from dsDNA filaments, as suggested by the previously reported evidence that the low level of embryonic lethality observed in single *helq-1* and *rfs-1* mutants dramatically increases in the *helq-1;rfs-1* double mutant [38]. The embryonic lethality observed in *helq-1;rfs-1* mutants is associated with stalled recombination intermediates, persistent RAD-51 foci in late pachytene, and defective chromosomal structures in diakinesis [38]. As these phenotypes are similar to the ones observed in *jmjd-5(tm3735)* animals raised at 25°C for several generations, we hypothesized that *jmjd-5* may act together with or in parallel to *helq-1* and *rfs-1* to promote RAD-51 removal. To test this hypothesis we generated *jmjd-5*;*helq-1* and *jmjd-5*;*rsf-1* double mutants and analyzed the level of embryonic lethality. We noted a significant increase of embryonic lethality in *jmjd-5;rfs-1* double mutants grown at 25°C for one generation, compared to the single mutants (Fig 5B). In contrast, *jmjd-5;helq-1* double mutants did not show an increase in embryonic lethality in this condition (Fig 5B), suggesting that *jmjd-5* acts in the same pathway as *helq-1* and in parallel to *rfs-1*. Furthermore, similar to *jmjd-5* mutants, animals carrying *rfs-1* and *helq-1* deletion alleles were previously found to be IR hypersensitive [47–49]. We therefore tested the *jmjd-5*;*helq-1* and *jmjd-5*;*rsf-1* double mutants for IR sensitivity. Again, loss of *rfs-1* acted synergistically with *jmjd-5*, as *jmjd-5;rfs-1* double mutants showed a remarkably increased sensitivity to IR, compared to single mutants. No additive effect was measured in *jmjd-5;helq-1* double mutant animals (Fig 5C). This further suggests that *jmjd-5* acts in the same pathway as *helq-1* and redundantly to *rfs-1* in protecting germ cells from IR.

Overall, these results suggest that *jmjd-5* acts postsynaptically, together with *helq-1* and in parallel to *rfs-1*, to facilitate RAD-51 removal from dsDNA, preventing stalled HR intermediate formation and therefore promoting successful completion of HR and DSBs repair.

### The catalytic activity of JMJD-5 is required in HR

To investigate the function of *jmjd-5* in postsynaptic events, we analyzed its enzymatic activity. *jmjd-5* encodes a protein of 578 aa with a C-terminal JmjC domain, present in almost all known proteins with histone demethylase activity [50]. The specificity of the catalytic activity of the mammalian homologue, JMJD5/KDM8, is controversial, with several studies reporting specific H3K36me2 demethylase activity [29, 30, 34, 51], and others reporting a possible function as a protein hydroxylase [33, 36, 52]. We therefore tested if JMJD-5 is active towards H3K36me2 by measuring the level of this mark by western blot on lysates derived from adult *jmjd-5(tm3735)* animals. As shown in Fig 6A, loss of *jmjd-5* results in increased levels of H3K36me2, but not of H3K36me1/3. Other marks tested appear unchanged in the mutant (S5 Fig). As the *jmjd-5(tm3735)* phenotypes reported here are related to germ cell viability, we also analyzed the level of H3K36me2 in the germline using immunofluorescence (IF). As previously reported, in N2 germlines H3K36me2 is present in mitotic and meiotic germ cells with a dotted staining (Fig 6B), with a visible reduction in a region corresponding to the X chromosome [53]. Quantitative analysis revealed an increased level of H3K36me2 in mitotic and meiotic germ cells of *jmjd-5(tm3735)* animals (Fig 6B and 6C). Of note, the level of H3K36me2 in the somatic distal tip cell (Fig 6B) is not apparently increased, supporting a role for *jmjd-5* in regulating the H3K36me2 mark predominantly in germ cells. In addition, a region depleted of H3K36me2 staining that we assume to be, as in wild type N2 animals, the X chromosome, is still evident in the mutant, suggesting that JMJD-5 is most likely not contributing to the control of the H3K36me2 level on the X chromosome.

**Fig 6:**
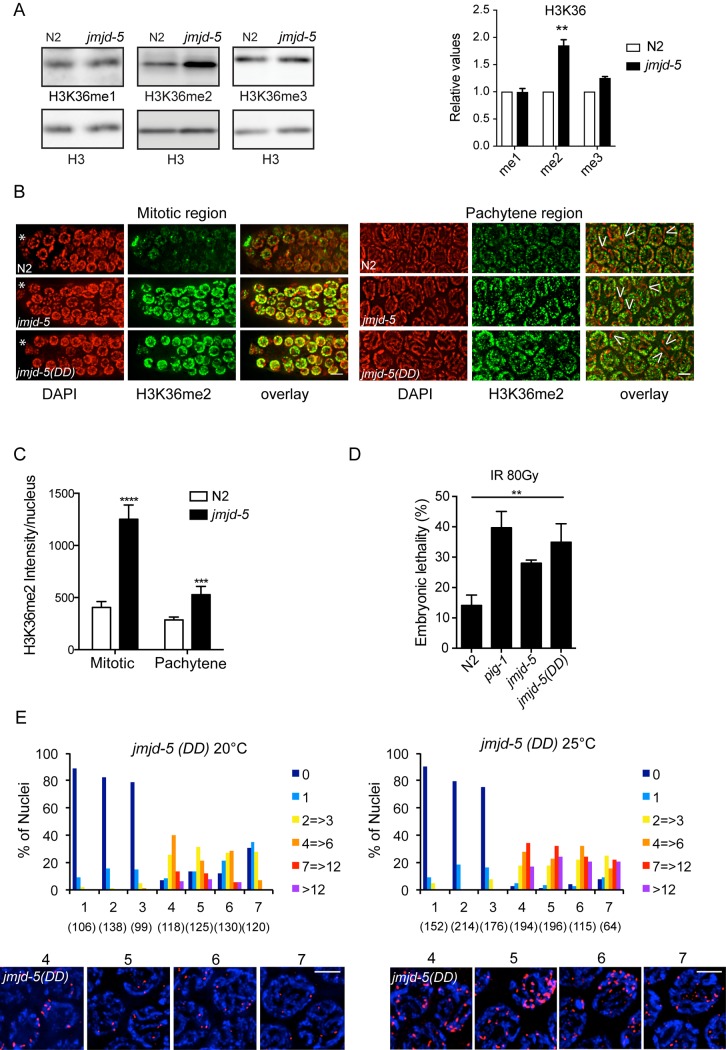
The catalytic activity of JMJD-5 is required for proper HR. (A) Left. Western blots of the indicated histone modifications using lysates from N2 and *jmjd-5(tm3735)* animals. H3 is used as loading control. Right. Quantification of H3K36 methylation levels, normalized to H3. Data are presented as a mean ± sem of three independent biological experiments. **p<0.01 with two tailed unpaired t-test. (B) Representative images of indicated germline regions of N2, *jmjd-5(tm3735)* and *jmjd-5(DD)* animals stained with DAPI (red) and H3K36me2 antibody (green). Overlay is on the right. Asterisks indicate distal tip cells, arrowheads indicate regions devoid of H3K36me2. (C) Quantification of average H3K36me2 intensity per nucleus in mitotic and pachytene regions of N2 and *jmjd-5* mutants. y-axis shows fluorescence intensity, expressed in arbitrary units. At least 10 gonads were quantified for each strain. Data are presented as mean ± sem. ****p< 0.0001, **p<0.01 with two tailed unpaired t-test. (D) Percent embryonic lethality in the indicated strains after treatment of young adults worms with 80 Gy. *pig-1(gm344)* is used as positive control. Data are represented as means ± sem of two independent biological experiments. **p<0.01 with two tailed unpaired t-test. (E) Top. Histograms showing the quantification of RAD-51 foci in germlines extracted from *jmjd-5(DD)* animals grown at 20°C (left) or at 25°C (right) for five generations. Numbers in parenthesis indicate the number of nuclei analyzed. Bottom. Representative images of RAD-51 (red) and DAPI (blue) staining in germlines of *jmjd-5(DD)* at 20°C (left) and 25°C (right). Nuclei from zones 4, 5, 6 and 7 are shown. In (B) and (E) each panel shows a projection of multiple z-stacks (0.2 μm spacing) of the entire nucleus. 100X magnification, scale bar 2 μm.

The JmjC domain contains a pocket that is required for catalytic activity and point mutations of residues located in this region are sufficient to abolish the enzymatic activity [54, 55]. Using CRISPR/Cas9-mediated genome engineering, we generated a mutant, termed *jmjd-5(DD)*, encoding a mutated protein in which two highly conserved amino acids of the pocket have been mutagenized (His484Asn and Asp486Ala) (Fig 1A). The point mutations generated did not affect the expression level of the gene, as judged by qPCR (Fig 1B). By immunofluorescence analysis, the level of H3K36me2 in *jmjd-5(DD)* appears increased compared to N2, further supporting a role of JMJD-5 in regulating the level of H3K36me2 (Fig 6B). To test whether the phenotypes observed in *jmjd-5(tm3735)* mutants are due solely to a lack of catalytic activity, we examined if *jmjd-5(DD)* animals show similar defects. We found that *jmjd-5(DD)* animals are hypersensitive to IR, as shown by increased embryonic lethality of F1 progeny of irradiated adults, compared to the control (Fig 6D). Furthermore, we observed a persistence of RAD-51 foci in late pachytene in the *jmjd-5(DD)* mutants compared to wild-type animals (Fig 6E, left) (zones 6–7, *p*<0.0001). Thus, the defects in RAD-51 staining observed in *jmjd-5(tm3735)* mutants are reproduced in *jmjd-5(DD)* animals. Strikingly, the RAD-51 defects were enhanced when *jmjd-5(DD)* animals were grown at 25°C for five generations (Fig 6E, right) (zone 4–7, p<0.0001, compared to wild-type in the same condition) and, consistently, *jmjd-5(DD)* animals cultivated at 25°C have increased level of males, of embryonic lethality (Table 1) and apoptosis (S4 Fig), indicating that the HR events occurring in meiotic cells are defective in the absence of the *jmjd-5* catalytic activity.

Overall these results suggest that JMJD-5 regulates H3K36me2 level and that the HR defects observed in *jmjd-5(tm3735)* mutant animals, both in physiological conditions and after irradiation, are strictly depending on the JmjC catalytic activity.

## Discussion

Here, we report a novel role for JMJD-5 in the process of HR, in response to DSBs occurring both under physiological conditions during meiosis, and after IR-induced DNA damage.

Our data suggest that *jmjd-5* is not required to mount DNA damage checkpoints, as mutant animals can properly elicit mitotic arrest and apoptosis when exposed to DNA damage. Similarly, in the absence of *jmjd-5*, RAD-51 is correctly loaded on DSBs, indicating that early steps of the DNA damage response (*e*.*g*., damage sensing, DNA resection and RAD-51 recruitment on ssDNA) are largely unaffected in the mutant strain. Our results point, instead, to a role for *jmjd-5* after RAD-51 recruitment that we characterize using genetic approaches. The observation that in *jmjd-5* mutant animals RAD-51 foci persist in late pachytene, together with the genetic interaction with *rtel-1*, which is required to resolve recombination intermediates, indicates that *jmjd-5* prevents the occurrence of stalled HR intermediates. Importantly, as *rtel-1* has no activity against RAD-51-ssDNA filaments, which resemble presynaptic HR substrates, but can unwind RAD-51-dsDNA filaments, this result also implies that *jmjd-5* acts in a postsynaptic step of HR. The genetic interaction of *jmjd-5* with *helq-1*, a gene required for the resolution of dsDNA RAD-51 filaments, further indicates that *jmjd-5* acts postsynatically, probably contributing to RAD-51 eviction and to the progression of the HR process, specifically acting in the *helq-1* pathway.

Our results show that the catalytic activity of JMJD-5 is critical during HR. Even though we cannot exclude the contribution of other unidentified targets, the upregulation of the levels of H3K36me2 in *jmjd-5* mutants indicates that the DNA damage-related functions of *jmjd-5* are directly correlated with the modulation of H3K36me2. It is possible that the *jmjd-5*-associated reduction of H3K36me2 facilitates RAD-51 eviction and the progression of DNA damage repair by favoring, directly or indirectly, the recruitment of HELQ-1. Alternatively, H3K36 methylation may compete with other modifications on H3K36 or on neighboring residues required for the completion of HR and DNA damage repair. In this context it is interesting to note that JMJD-5 carries at its N-terminal portion a GNAT (Gcn5-related N-acetyltransferase) domain, suggesting that JMJD-5 may be able to coordinate the levels of histone acetylation and methylation, favoring a more open chromatin environment that facilitates, for example, the helicase activity of HELQ-1 or DNA synthesis. As we failed to generate a mutant allele affecting specifically the GNAT domain, its activity, targets and implication in HR are at the moment unknown. We can, however, exclude that the increased H3K36me2 level observed after *jmjd-5* loss results in a DNA structure that is more sensitive to damage. Indeed, analysis of the level of RAD-51 foci one hour after irradiation, prior to DNA repair, resulted in a similar number of RAD-51 foci in N2 and *jmjd-5* mutant animals (S6A Fig). Similarly, loss of *jmjd-5* and the consequent increased level of H3K36me2 do not lead to remarkable changes in gene transcription, as suggested by the transcriptome analysis of *jmjd-5(3735)*, at 20°C and 25°C, obtained by RNA deep sequencing (S1 appendix), suggesting that the changes in H3K36me2 level do not largely impact transcription activity at global levels.

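At an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with no threshold on the fold change, 169 of 22708 genes differed between jmjd-5(tm3735) and N2 at 20°C, 75 up and 94 down. The number was 158 after 1 generation at 25°C, 82 up and 76 down. After 6 generations at 25°C, 3814 genes differed, 1193 up and 2621 down, which is 16.8% of the genes tested. With the replicate number as a block, the counts were 179, 81 and 3967 genes, and with the block fitted within each stage, an alternative chosen after seeing the data, they were 364, 1089 and 4850. Libraries of N2 and jmjd-5(tm3735) with the same number deviated together within each stage, with a correlation of 0.492 at 20°C, 0.201 after 1 generation and 0.239 after 6 generations at 25°C across genes, which are not independent replicates. By ratio, the alternative that moved the count at 20°C most was a fit of only the libraries compared, with 37 genes, and the one that moved the count after 1 generation most was edgeR's earlier estimator, also chosen after seeing the data, with 2145 genes. Of the genes that differed after 6 generations, 826 changed by a log2 fold change of at least 1 in size, 684 up and 142 down. Another 899 changed by less than 0.5. The median log2 fold change was 1.16 among the genes up and -0.58 among the genes down. The genotype effect itself differed between 6 generations at 25°C and 20°C for 760 genes, and between 1 generation at 25°C and 20°C for 1 gene. With DESeq2's size factors these counts were 305 and 1, with the DESeq2 test 867 and 19, and with the earlier estimator 1682 and 652. In N2, 128 genes differed between 20°C and 1 generation at 25°C, and 242 between 20°C and 6 generations. With the earlier estimator these were 732 and 1704.

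The distance between 2 libraries was measured as the median over 13653 genes, with a mean of at least 10 counts, of the absolute difference in log2 CPM. At 20°C it was 0.233 ± 0.0393 (SD over the 4 pairs of libraries of different genotype) and 0.213 on average between replicates. It was 0.318 ± 0.0831 between genotypes and 0.223 between replicates after 1 generation at 25°C, and after 6 generations 0.409 ± 0.0349 and 0.166. The excess over the replicate distance, averaged over the 3 stages, was as large in 2 of the 27 ways of pairing the libraries within stages, the real one included (exact permutation test, one-sided, p = 0.0741), where the smallest possible p is 0.037. This p concerns the 3 stages together and no single stage. At 20°C the libraries differed more by replicate number than by genotype, with an excess of 0.0327 when they were grouped by replicate number and 0.0200 by genotype. The excess by replicate number was -0.0262 after 1 generation and -0.118 after 6 generations at 25°C, against 0.0957 and 0.244 by genotype. The median log2 fold change over the same genes was 0.01 at 20°C, -0.04 after 1 generation and 0.03 after 6 generations at 25°C. TMM scaling sets the bulk of the genes near a log2 fold change of 0. This median therefore cannot show whether transcription shifted for most genes together.

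Of the recombination and apoptosis genes rad-51, rtel-1, helq-1, spo-11 and cep-1, none of the 5 passed the adjusted limit at 20°C or after 1 generation at 25°C. The gene ced-13, with a mean of 0 reads at 20°C and 0.5 after 1 generation, had too few reads to judge. At 20°C egl-1, with a mean of 4 reads, had a log2 fold change of -0.13 (standard error 0.824). With that error, only a large change in egl-1 could have been seen. After 6 generations 2 of the 7 genes passed, and 3 with the replicate block. In the fit without the block, the larger of these changes was that of spo-11, with a log2 fold change of -0.75 (standard error 0.165, edgeR adjusted p = 0.00513). The other was that of rad-51, at -0.56 (standard error 0.128, edgeR adjusted p = 0.00614). A set of oocyte and embryo marker genes was also lower at this stage (median log2 fold change -0.69, 32 of 35 genes lower). Less oocyte and embryo RNA in the mutant could therefore contribute to these falls and to the 3814 genes that differed. From the transcriptome analysis at 20°C and 25°C, the paper proposes that the changes in H3K36me2 level do not largely affect transcription at a global level.

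**Figure D1:**
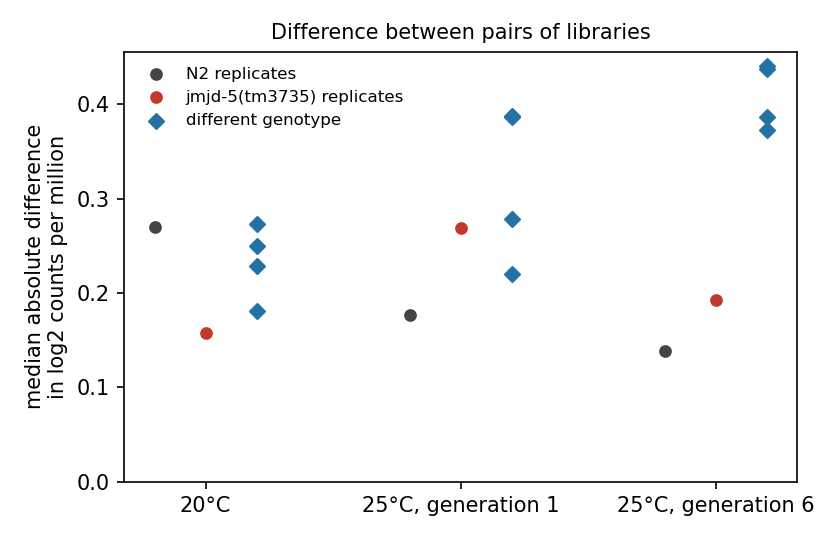
Median absolute difference in log2 CPM between each pair of libraries of a stage. Circles are pairs of replicates and diamonds are pairs of different genotype. At 20°C the diamonds, from 0.181 to 0.274, overlap the replicate pairs, and after 6 generations at 25°C they lie from 0.372 to 0.441, above both replicate pairs.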

Despite we could not appreciate a global change of H3K36me2 level after irradiation (S6B Fig), a role of H3K36 methylation regulation in genome stability in *C*. *elegans* is also supported by studies on *jmjd-2*, an H3K9/K36me3 histone demethylase that has also been implicated in DNA damage response [55, 56]. Reduction of *jmjd-2* increases p53-dependent apoptosis and RAD-51 foci, in mid but not late pachytene [55], suggestive of a function of *jmjd-2* distinct from that of *jmjd-5*. The evidence that the mammalian homologue, JMJD2A/KDM4A, is also implicated in HR [18], suggests that the functions of H3K36 methylation regulation in DNA repair are evolutionary conserved and it is therefore tempting to speculate that the role of *jmjd-5* in late steps of HR that we identified in *C*. *elegans* is maintained in higher organisms. While direct evidence for such a role will require further studies in mammalian cell-culture systems, some indications that JMJD5/KDM8 is important for genome stability in mammals have been reported. JMJD5 was initially identified as a mutator gene in a screen using *Blm*^*m3*^ mice, carrying a hypomorphic mutation in the ReqQ-like gene 3 DNA helicase gene found in Bloom syndrome patients [31]. More recently, the catalytic activity of JMJD5 towards H3K36 has been suggested to ensure genome stability by preventing the formation of multipolar spindles in human cells [30].

It is noteworthy that some phenotypes of *jmjd-5* mutant animals appear after exposure to high temperature for several generations. Interestingly, as described for other chromatin factor mutants [57–59], *jmjd-5* mutant animals show progressive reduction of the brood size and could not be maintained at 25°C for many generations. Further analyses are required to understand the implication of defective DNA damage repair in this phenotype, nevertheless, these observations suggest that chromatin organization may be susceptible to temperature changes, which is also supported by studies in *Arabidopsis* and *Drosophila* [60–62]. They also suggest that the effects of aberrant histone modulation in germ cells can be transmitted to the progeny, leading to phenotypes that progress over generations.

In conclusion, our analysis provides novel information on JMJD-5 functions in HR and, by suggesting a previously uncharacterized role of H3K36 methylation in late steps of DNA damage repair, emphasizes the relevance of proper H3K36 methylation in the control of genome integrity.

## Materials and methods

### *C*.*elegans* culture and strains

*C*. *elegans* strains were grown at 20°C, unless stated otherwise, on NGM plates seeded with OP50 *E*. *coli* bacteria under standard conditions [63]. Strains used in this study were as follows: *jmjd-5(tm3735)*, NG4370: *zdIs5 I; pig-1(gm344) IV*, MT12833: *lin-61(n3809) I*, RB864: *xpa-1(ok698) I*, TJ1: *cep-1(gk138) I*, RB1279: *rfs-1(ok1372) III*, *helq-1(tm2134)*, FX1524: *cku-70(tm1524) III*, VC381: *atm-1(gk186) I*, GE24: *pha-1(e2123) III*, *rtel-1(tm1866)I*, ZR950: *jmjd-5(DD) V*, *AV157*:*spo-11(me44)/nT1 IV;V*. Double mutants were generated by standard crossing procedures. All experiments were conducted at 20°C, unless stated otherwise. The experimental protocols used in this work do not require an ethic statement.

### Genetic screen

*jmjd-5(tm3735)* was identified as hypersensitive to irradiation in a screen where mutants in JmjC-containing protein were tested. Briefly, synchronized young adult worms (24 hours post L4) of the strains indicated below were irradiated with 80Gy and the embryonic lethality of the F1 progeny deposited after 18–24 hours from the treatment was analysed. The following mutant alleles were tested: *rbr-2(tm3141)*, *rbr-2(ok2994)*, *jmjd-5(tm3735)*, *jmjd-4(tm965)*, *jhdm-1(tm2828)*, *jmjd-2(tm2966)*, *jmjd-1*.*2(tm3713)*, *jmjd-1*.*1(ba1083)*, *jmjd-3*.*1(gk387);jmjd-3*.*2(tm3121);jmjd-3*.*3 (tm3197)*. N2, *pig-1(gm344)* and *lin-61(n3809)* were used as controls in the screen. The screen was repeated three times.

### DNA damage sensitivity experiments

Synchronized young adult worms (24 hours post L4) of the indicated genotypes were treated with different doses of IR and UV. After treatments worms were allowed to recover for 18 hours. Embryonic lethality was assessed for the time period of 18–24 hours following treatment, by plating 3 worms per plate, in triplicate, per experiment. The number of dead embryos was assessed 24 hours later. The L1 survival assay was adapted from [64]. Briefly, L1 larvae of the indicated genotypes were irradiated and placed onto single plates (five worms per plate). The total number of living worms (post the L1 stage) present in the F1 generation was counted using a dissection microscope. Only plates in which all five irradiated P0 animals were alive were analyzed. For brood size measurement after different doses of IR, we counted the number of progeny (including dead embryos) produced after the irradiation time of synchronized young adult worms (24 hours post L4). Chromosome number and appearance in oocytes were analysed in DAPI stained animals after 18 hours of irradiation. At least three biological replicates were conducted for each experiment. In these experiments *pig-1(gm344)* [65], *lin-61(n3809)* [66], *atm-1(gk186)* [67], *cku-70(tm1524)* [68] and *xpa-1(ok698)* [69] were selected in base of their reported phenotypes and used, when indicated, as controls.

### Germ cell apoptosis assay

Adult animals (24 hours post L4) were irradiated and, after 24 hours were incubated in a 33 mM aqueous solution of SYTO12, for 4 hours at room temperature. After 45 minutes of recovery on OP50 plates, worms were then scored within 1 hour for the presence of fluorescent apoptotic cells. Only properly stained germlines were quantified. Acridine Orange staining (used in S3 Fig) was performed as previously described [70].

### Cell cycle arrest

Germlines of synchronized worms (24 hours post L4) were dissected after IR and stained with DAPI. Total number of mitotic cells was quantified in optically bisected gonads by fluorescence microscopy. At least 6 gonads were quantified per genotype and treatment dose.

### Fertility, male incidence and embryonic lethality analyses at 25°C

Embryos (P0) from animals of indicated genotypes were collected from adult animals grown at 20°C and plated and maintained at 25°C. Fertility, embryonic lethality and male production were estimated at the indicated generations.

### Immunofluorescence

Gonads of adult hermaphrodites (24 hours post L4) were dissected and stained as previously described [71]. Briefly, excised germlines were fixed for 10 minutes with 2% formaldehyde (Sigma Aldrich) in K2HPO4 (pH 7.2). Germlines were then freeze-cracked on dry ice and placed in cold methanol (Merck) for 5 minutes. Blocking was performed for 30 minutes in 1% BSA in PBST. Slides were incubated overnight at 4°C in a humid chamber with primary antibodies, washed 3 times for 10 minutes in PBST and incubated 2 hours with the secondary antibodies at room temperature. Slides were then washed 3 times for 10 minutes in PBST before being mounted on coverslips with Vectashield. In the second wash DAPI was added at a concentration of 100 ng/ml. Primary and secondary antibodies were diluted in blocking solution as follows: anti-RAD51 (Novus Biologicals; 29480002), 1:10000; anti-H3K36me2 (Active Motif; 61019) 1:200; donkey anti-mouse Alexa 488 (Life Technologies; A21202) 1:200, goat anti-rabbit Alexa 568 (Invitrogene; A11036) 1:200.

### Imaging and quantification

Immunofluorescence images were collected at 0.2 μm intervals using a Delta vision platform (GE Healthcare) with a IX-71 Olympus microscope Plan Apochromat, LED based 7 colour fluorescence illumination module (Lumencor) as light source, CoolSnap HQ2 camera (Photometrics), quadruple filter sets for DAPI, FITC, TRITC, and Cy5. Images were collected using a 100X oil objective (Olympus, 1.4NA) and three-dimensional data sets were subjected to deconvolution using softWoRx 6.5.2.Software Suite (Applied Precision) and then projected onto one dimension using ImageJ [72]. Exposure conditions were kept constant for each experiment. Entire germlines were reconstructed by stitching sequential images with ImageJ (ImageJ, National Institute of Health, Bethesda, MD) (Fiji).

Quantitative analysis of RAD-51 foci was performed as described in [46]. The number of RAD-51 foci/nucleus in the seven zones is divided in classes and reported in the x-axes of the histograms with a color code. The y-axis indicates the percentage of nuclei falling into each class. At least 5 germlines were scored for each condition. The total number of nuclei scored per zone is indicated in the histograms. Statistic analyses were performed using two tailed unpaired t test. Quantification of the average intensity of H3K36me2/nucleus was performed by measuring the intensity of selected regions in the germlines with ImageJ (Fiji) and by normalizing to the number of nuclei in that region. At least 10 gonads were quantified per genotype.

### Western blot

Western blots were performed as described in [73]. The following antibodies were used: anti-H3K36me1 (Abcam; ab9048) 1:1000, anti-H3K36me2 (Abcam; ab9049), 1:400; anti-H3K36me3 (Active Motif; 61102), 1:1000; anti-H3K27me3 (Millipore; 07–449), 1:2500; anti-H3K4me1 (Abcam; ab8895) 1:500, anti-H3K4me2 (Millipore; 07–030), 1:2000; anti-H3K4me3 (Abcam; ab8580) 1: 1000, anti-H3K9me3 (Abcam; ab8898) 1: 1000, anti-H3K27me2 (Abcam; ab24684) 1:2000, anti-H3 (Abcam; 1791), 1:30000. Quantification of intensity was performed using ImageJ software (ImageJ, National Institute of Health, Bethesda, MD).

### RNA sequencing and analysis

Young adult hermaphrodites cultured at the indicated temperatures and generations were flash-frozen in liquid nitrogen and stored at -80°C before RNA extraction. 

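The RNA sequencing compared whole young adult hermaphrodites of the wild-type strain N2 and of jmjd-5(tm3735) at 3 stages, which were growth at 20°C, growth at 25°C for 1 generation and growth at 25°C for 6 generations. Each of the 6 groups had 2 libraries of 49 nt reads. The authors deposited, for each library, the number of reads counted on each gene, without normalization. The reads counted on genes were 16655143 and 13034357 in N2 at 20°C, 13992693 and 10858512 in N2 after 1 generation at 25°C, and 15331632 and 16795841 in N2 after 6 generations at 25°C. They were 16752646 and 11954806 in jmjd-5(tm3735) at 20°C, 17628620 and 12062320 after 1 generation at 25°C, and 15281824 and 12216182 after 6 generations at 25°C. The 22708 genes with at least 1 read over the 12 libraries were tested. Counts were scaled by edgeR's TMM method and fitted in 1 quasi-likelihood model with a mean for each group, so that all 12 libraries contributed to the estimate of the spread. The form of the quasi-likelihood estimator was chosen after its results on these counts had been seen. Every pair of replicates differed by more than counting error, with a chi-square per degree of freedom from 6.95 in N2 after 6 generations at 25°C to 28.7 in N2 at 20°C.

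The jmjd-5 transcript served as a check of the labels. It had 22.3 ± 3.09 (SD, n = 2) CPM (TMM-scaled, n = 2 libraries per group throughout) in N2 and 14.2 ± 1.54 (SD, n = 2) in jmjd-5(tm3735) at 20°C, a log2 fold change of -0.65 (standard error 0.165, adjusted p = 0.0903, edgeR with Benjamini-Hochberg adjustment). In animals kept for 1 generation at 25°C it had 20.5 ± 1.47 (SD, n = 2) in N2 and 12.2 ± 0.0665 (SD, n = 2) in the mutant, a log2 fold change of -0.74 (standard error 0.171, adjusted p = 0.0563 from the same edgeR test). After 6 generations it had 24.5 ± 1.64 (SD, n = 2) in N2 and 10.2 ± 1.48 (SD, n = 2) in the mutant, a log2 fold change of -1.26 (standard error 0.170, adjusted p = 0.000338 from the same edgeR test). All 6 mutant libraries were below both N2 libraries of their stage (exact permutation test within stages, two-sided, p = 0.00926, the smallest p that the arrangements allow). The adjusted p was above 0.05 at 20°C and after 1 generation at 25°C. With the replicate number as a block, the edgeR adjusted p was 0.0958, 0.0715 and 0.00114 at the 3 stages. Over the 15 pairs of groups, libraries with the same number deviated from their group means with a mean correlation of 0.0614 across 13653 genes. With each library of the stage left out, the log2 fold change after 1 generation at 25°C lay between -0.82 and -0.67.

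**Figure D2:**
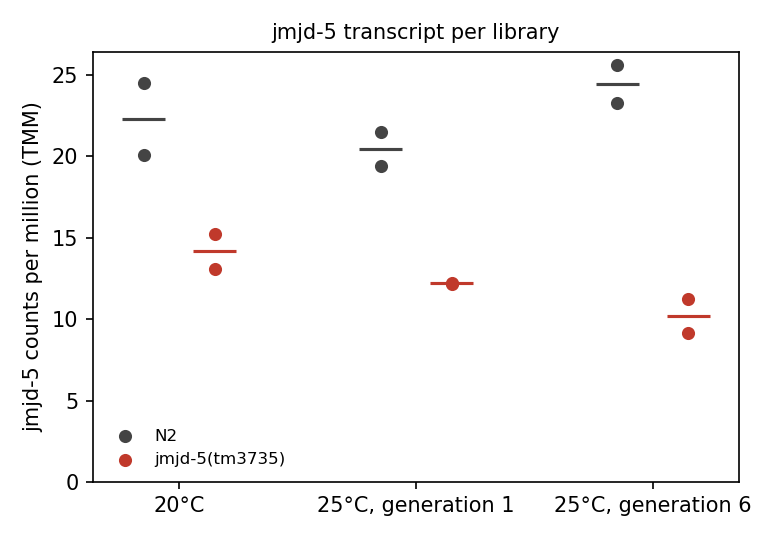
TMM-scaled CPM of jmjd-5 in each of the 12 libraries, by stage. Points are libraries and lines are means of 2 libraries; the mutant libraries lie between 9.15 and 15.3 CPM and the N2 libraries between 19.4 and 25.6.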

RNA was isolated from two independent cultures using TRIzol reagent (Life Technologies) and RNeasy Minikit (Qiagen). RNA amplification and sequencing were performed by the Beijing Genomics Institute (BGI). The samples were sequenced as 49 bp length single-end non-stranded reads on Illumina HiSeq2000 by BGI. The raw reads were mapped to the *C*. *elegans* ce10 genome assembly using the STAR alignment tool [http://bioinformatics.oxfordjournals.org/content/early/2012/10/25/bioinformatics.bts635] (v2.3.0) with default parameters (except: outFilterMismatchNoverLmax = 0.1, outFilterMatchNmin = 16). Uniquely mapped reads were assigned RefSeq genes by htseq-count [https://www.ncbi.nlm.nih.gov/pubmed/?term=25260700] (parameters: -a 30-s no -m intersection-nonempty). The RefSeq gene database was downloaded from UCSC (data stamped March 17 2013), ambiguously mapped genes removed and then filtered to keep only the longest transcript variant of a given gene. Statistical Wald tests (lfcThreshold = 0.5) were performed in R with the DESeq2 package (v1.12.4) [http://genomebiology.biomedcentral.com/articles/10.1186/s13059-014-0550-8] after first removing genes with no assigned reads. Differentially expressed genes were defined as having p-values corrected for multiple testing (Bonferroni) less than 0.1. Altogether slightly more conservative parameter setting than normal was chosen due to the limited number of biological replicates (two per group). Deregulated genes are listed in S1 appendix. 

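With the log2 fold change threshold of 0.5 and the Bonferroni limit of 0.1 applied in edgeR's threshold test, 8 genes were differentially expressed at 20°C, 6 up and 2 down. There were 4 after 1 generation at 25°C, with 1 up and 3 down, and after 6 generations at 25°C there were 46, with 38 up and 8 down. The paper lists 9, 4 and 34 genes. Of these, 6, 2 and 21 were among the genes called here, and all 47 changed in the direction the paper gives. With the replicate number as a block, 8, 4 and 39 genes passed, of which 7, 3 and 24 are listed by the paper. Libraries with the same number deviated in the same direction in 9 of the 15 pairs of groups, by the sign of the correlation across genes, among them the pairs of N2 and jmjd-5(tm3735) at each stage. Over 8 combinations of filter, estimator and robust fitting, chosen after seeing the data, the count at 25°C generation 6 ranged from 7 to 285 genes, and 285 was the count with edgeR's earlier estimator in place of the one used. On simulated counts that estimator made 17 false calls in the threshold test and the estimator used made 2.

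At 20°C the 3 genes with the smallest p in the paper's list were arf-1.1, Y41C4A.11 and lea-1. The gene lea-1, on chromosome V of ce10 from 10021602 to 10023069, had 111 ± 13.7 (SD, n = 2) CPM in N2 and 347 ± 14.1 (SD, n = 2) in jmjd-5(tm3735), a log2 fold change of 1.64 (standard error 0.132, edgeR adjusted p = 1.83e-05). The gene arf-1.1, on chromosome IV from 7634901 to 7635638, rose from 4.87 and 1.77 CPM in the N2 libraries to 59.9 and 42.1 CPM in the mutant libraries, a log2 fold change of 3.88 (standard error 0.324, edgeR adjusted p = 0.000303), and between 3.39 and 4.83 when each library of the stage was left out. Y41C4A.11, on chromosome III from 11719799 to 11723413, rose by 5.10 on the log2 scale (standard error 0.549, edgeR adjusted p = 0.0201) and did not pass the threshold test, where its Bonferroni-corrected p was 1. The nuclear receptor gene nhr-243, on chromosome V from 18895287 to 18900497, had one of the 3 smallest p in the threshold test here, with a log2 fold change of 2.14 (standard error 0.215, edgeR adjusted p = 0.000219).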

Data are available in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93086.

### Real-time quantitative PCR (RT–qPCR)

Total RNA was isolated using TRIzol reagent (Life Technologies) and the cDNA was synthesized using TaqMan Reverse Transcription kit (Applied Biosystems). qPCR was performed as described in [74]. Reactions were performed in triplicate, in at least two independent experiments. Oligonucleotide sequences are available upon request. The housekeeping genes *rpl-26* and *act-1* were used as internal controls.

### Generation of *jmjd-5(DD)* by CRISPR/Cas9

The *jmjd-5(DD)* strain was generated by microinjection of young adult *pha-1(e2123)* worms using the co-CRISPR approach described in [75]. The injection mix contained plasmid pJW1285 that drives expression of Cas9 and *pha-1(e2123)* sgRNA (60ng/μL, Addgene#61252), the *pha-1(e2123)* PAGE-purified 80mer single-stranded oligodeoxynucleotide (ssODN) HR template (50ng/μL; IDT), two plasmids expressing sgRNAs targeting the *jmjd-5* locus (50ng/μL each), and an 100mer ssODN HR template to introduce the desired mutations in *jmjd-5* (100ng/μL; IDT). To generate sgRNA plasmids targeting the *jmjd-5* locus annealed oligo pairs were ligated into BbsI-digested pJJR50 (Addgene#75026). To identify worms with edited *jmjd-5* alleles surviving F1 progeny of injected animals was singled and allowed to lay eggs followed by lysis with 120ug/mL Proteinase K (Macherey-Nagel). Lysates were used as input in PCR reactions using the DD F/R primer pair and results were confirmed by Sanger sequencing of the DD seq F/DD R amplicon. Progeny of positive integrants was backcrossed once with N2 males to remove the remaining *pha-1(e2123)* allele, which was confirmed by Sanger sequencing of the *pha-1* F1/R1 amplicon. Sequences of the oligonucleotides used for the generation of *jmjd-5(DD)* are reported in S1 Table.

## Supporting information

S1 Fig JMJD-5 ortholog tree. Recursive blastp alignments against the 'non-redundant protein sequences (nr)' database were performed based on JMJD-5 *C*.*elegans* full length protein sequence NP_505831. The alignment search space was limited to *Caenorhabditis*, *Homo sapiens*, *Mus musculus*, *Gallus gallus*, *Canis lupus familiaris*, *Danio rerio*, *Drosophila melanogaster and California sea hare* (*Aplysia californica*). The best alignment hit of each species was noted, and if two sequences was each others best hit, they were regarded as putative orthologs. The protein sequences of identified orthologs were retrieved and a multiple alignment performed using M-Coffee (http://tcoffee.crg.cat, default settings). The alignment was imported into R and with the 'phangorn' package a tree with non-parametric bootstrap confidence values were calculated and plotted (LG substitution matrix, neighbor-joining).
(TIF) Click here for additional data file.

S2 Fig Fertility, embryonic lethality and apoptosis in irradiated *jmjd-5* mutant depend on *cep-1*. (A) Brood size of the indicated strains after irradiation of young adults with 120 Gy. Embryos are counted from the time of irradiation. (B) Embryonic lethality in the indicated strains with or without irradiation (80Gy). (C) Representative images of SYTO 12 staining of gonads extracted from irradiated animals of the indicated strains.
(TIF) Click here for additional data file.

S3 Fig *spo-11*-dependent RAD-51 foci and apoptosis. (A) Histograms showing the quantification of RAD-51 foci in the extracted germlines of *spo-11(me44)* and *jmjd-5(tm3735);spo-11(me44)* animals. Numbers in parenthesis indicate the number of nuclei analyzed. (B) Quantification of apoptotic germ cells in the indicated strains measured using Acridine Orange staining. At least 43 animals were scored for each genotype. ****p< 0.0001, n.s. = non significant with two tailed unpaired t-test.
(TIF) Click here for additional data file.

S4 Fig Apoptosis in *jmjd-5* mutant animals at 25°C. Quantification of apoptotic germ cells in the indicated strains grown at 25°C for five generations, using SYTO-12 staining. The average amount of SYTO12-labeled apoptotic corpses per gonad arm is normalized to the average number of meiotic germ cells in each of the indicated genotypes. At least 20 animals were scored for each genotype. ****p< 0.0001, ***p< 0.005 with two tailed unpaired t-test.
(TIF) Click here for additional data file.

S5 Fig Histone modifications in *jmjd-5(tm3735)* and *jmjd-5(DD)*. (A) Representative Western blots of the indicated histone modifications using lysates from N2 and *jmjd-5(tm3735)* animals. (B) Western blots of the indicated histone modifications using lysates from N2 and *jmjd-5(DD)* animals. H3 is used as loading control. Quantified levels of the histone modifications in *jmjd-5* mutants relative to N2, are indicated. Quantification was performed using ImageJ. ± indicates SD, calculated from at least two independent experiments.
(TIF) Click here for additional data file.

S6 Fig DNA lesions soon after IR in N2 and *jmjd-5(tm3735)* animals and H3K36me2 levels after IR. (A) Left: Representative images of RAD-51 (red) and DAPI (blue) staining in dissected germlines of N2 and *jmjd-5(tm3735)* 1 hour after IR (30 Gy). Mitotic and pachytene regions are shown. Each panel shows a projection of multiple z-stacks (0.2 μm spacing) of the entire nuclei. 100X magnification, scale bar 5 μm. Right: Quantification of RAD-51 foci per nucleus in N2 and *jmjd-5(tm3735)* 1 hour after IR (30Gy) in mitotic and pachytene regions. At least 4 germlines were analyzed. (B) Western blots showing the global level of H3K36me2 in N2 treated (IR) or not (NT) with 80Gy. Animals were collected after 1 and 24 hours of the treatment. H3 is used as loading control. Samples from two independent experiments are presented.
(TIF) Click here for additional data file.

S1 Table Oligonucleotides used for the generation of the *jmjd-5(DD)* mutant. (TIF) Click here for additional data file.

S1 Appendix Deregulated genes in *jmjd-5(tm3735)*. List of genes differentially expressed in *jmjd-(tm3735)*, compared to wild type. RNA from young adult hermaphrodites cultured at the indicated temperatures and generations was extracted and processed as described in Material and Methods. Differentially expressed (DE) genes were defined as having *p*-values corrected for multiple testing (Bonferroni) less than 0.1. 

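Among the differentially expressed genes, sdc-3, fbxa-192 and C55C3.3 recur across the paper's sheets. The gene sdc-3, on chromosome V of ce10 from 15039339 to 15047774, had log2 fold changes of 1.58 (standard error 0.433), 1.74 (standard error 0.438) and 0.86 (standard error 0.430) at 20°C and after 1 and 6 generations at 25°C, and its edgeR adjusted p was 0.291, 0.118 and 0.266. With the replicate number as a block, the adjusted p of sdc-3 was 0.00325, 0.00313 and 0.00688. In sdc-3 itself replicate 2 was above replicate 1 in all 6 groups, with 21.4 and 40.4 CPM in N2 and 75.6 and 107 CPM in the mutant at 20°C. Across genes, same-numbered libraries of N2 and the mutant also deviated together at each of the 3 stages, by the sign of the correlation. The gene fbxa-192, on chromosome V from 17640701 to 17650496, fell at all 3 stages, with log2 fold changes of -2.70, -3.07 and -2.39 and edgeR adjusted p of 0.00133, 0.0013 and 0.000629. C55C3.3, on chromosome IV from 5685325 to 5688244, had a log2 fold change of 0.06 at 20°C (standard error 0.234, edgeR adjusted p = 1), within its error. It fell after 1 generation at 25°C from 27.6 ± 0.0676 to 2.35 ± 0.693 CPM (SD, n = 2 each), a log2 fold change of -3.58 (standard error 0.303, edgeR adjusted p = 0.00026), and after 6 generations the log2 fold change was -3.41 (standard error 0.364, edgeR adjusted p = 0.000149).

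The transporter gene pgp-6, on chromosome X from 10871280 to 10875960, had 656 and 202 reads in the N2 libraries of 1 generation at 25°C and 37 and 41 in the mutant libraries. Its log2 fold change of -3.63 had a standard error of 0.966, and its edgeR adjusted p of 0.135 was above the limit, as was the value of 0.0523 with the block. Y47D7A.6, which is not in the paper's list, fell by 1.66 on the log2 scale at the same stage (standard error 0.174, edgeR adjusted p = 0.000425).

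After 6 generations at 25°C, col-41, on chromosome X from 15175036 to 15176393, rose by 3.37 on the log2 scale (standard error 0.321, edgeR adjusted p = 3.22e-05). K04C1.5, on chromosome X from 14248124 to 14249520, fell from 37.8 ± 1.35 to 8.45 ± 0.858 CPM (SD, n = 2 each), a log2 fold change of -2.15 (standard error 0.206, edgeR adjusted p = 4.34e-05). The genes clec-137 and ins-31 had few reads in N2, with 5 and 3 reads of clec-137 and 10 and 17 reads of ins-31, against 127 and 73 and 179 and 129 in the mutant. Their log2 fold changes were 4.78 (standard error 0.442) and 3.69 (standard error 0.371).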

DE_G0 (Differentially expressed genes at 20°C), DE_G1 (Differentially expressed genes after 1 generation at 25°C) and DE_G6 (Differentially expressed genes after 6 generations at 25°C).
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

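Gene expression was measured in whole young adult hermaphrodites of N2 and jmjd-5(tm3735) grown at 20°C, for 1 generation at 25°C or for 6 generations at 25°C, with 2 libraries in each of the 6 groups. The authors deposited read counts per gene for each library, as whole numbers without normalization. According to the paper's methods, the authors mapped 49 nt single-end reads to ce10 with STAR and counted uniquely mapped reads on RefSeq genes with htseq-count, keeping the longest transcript of each gene. Reads that mapped to several places therefore add to no gene, and genes with near-identical copies, such as the vitellogenin genes, can be counted low. The lists hold 40823 genes and, for each library, the totals of reads that were not assigned, which were kept apart from the genes.

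The 22708 genes with at least 1 read over the 12 libraries were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, a robust quasi-likelihood fit and a mean for each group. The comparison of genotypes at each stage used the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, and a test against a log2 fold change of 0.5 with Bonferroni correction at 0.1, the limits in the paper's methods. A genotype effect averaged over the stages, the differences of the genotype effect between stages, the temperature effect in N2, and gene sets (camera in limma 3.58.1) were tested in the same way. Camera used a small preset correlation between genes, not one estimated from these libraries. Its p can therefore be too small for sets whose genes vary together between cultures. Standard errors were taken from the quasi-F statistic. CPM values on the log2 scale used a prior count of 2. The designs, the gene sets, the rule for named genes and most alternatives were fixed before the data were examined. The rule named jmjd-5, the genes in more than 1 sheet of the S1 Appendix, the 3 smallest p of each sheet, the 3 smallest p of the threshold test at each stage among genes with both mutant libraries on one side of both N2 libraries, and the recombination and apoptosis genes.

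The current form of the quasi-likelihood estimator was chosen after 8 combinations of filter, estimator and robust fitting had been run on these counts and their numbers of changed genes had been seen. Over those combinations the number of changed genes at an adjusted p under 0.05 ranged from 50 to 591 at 20°C, from 13 to 2145 after 1 generation and from 3595 to 4606 after 6 generations at 25°C. The reason for the choice was that the earlier estimator gave every gene the same spread when no filter on low counts was used. Only after the choice was it tested on simulated data, with 200 genes of 21841 changed by known amounts. The current estimator recovered 146 of them (73% of the 200) with 9 false calls, and the earlier one 173 with 233 false calls.

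Replicates are numbered by the lower and higher library code in the sample labels. Neither the labels nor the text of the paper says that equal numbers pair the cultures, so the fit without the pairing is reported first and the fit with the replicate number as a block beside it. Over the 15 pairs of groups, the correlation across genes of the deviations of same-numbered libraries lay between -0.374 and 0.492. DESeq2 1.42.0, as in the methods of the paper and without shrinkage of fold changes, DESeq2's size factors, edgeR's filterByExpr, fits of only the libraries compared, and leaving out each library were tried as alternatives. With 2 libraries in a group, leaving one out leaves 1, so fold changes and distances from those fits are given without a test. Only the averaged effect was tested with a library left out. The depth, from 10858512 to 17628620 reads on genes, limits the precision of genes with few reads, and 2 libraries in a group limit the estimate of biological spread.

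Gene lengths, chromosomes and the gene model of jmjd-5 came from the WBcel235 annotation, which matched 22135 of the 22708 genes by name. Coordinates in ce10 are those of the S1 Appendix, and the builds were not mixed. Of the recombination and apoptosis genes, rfs-1 was not analysed here.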

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

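The fit with the replicate block was set before the data were examined. Its use to test a technical explanation was chosen only after related results had been seen. The tests of mislabelling, of moulting and cuticle genes and of multiply mapped reads were also chosen only then.

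The genotype effect differed between 6 generations at 25°C and 20°C for 760 genes by a test of the difference itself. Of these, 174 had a higher and 586 a lower effect at 25°C. With DESeq2's size factors there were 305 genes, 122 higher and 183 lower, and with filterByExpr 1146, 176 higher and 970 lower. For 1 generation at 25°C against 20°C the genotype effect differed for 1 gene, but for 19 with the DESeq2 test and 652 with the earlier edgeR estimator. Outside the genes of the S1 Appendix, 3779 genes changed between genotypes after 6 generations at 25°C at an adjusted p under 0.05, which the paper does not list. The paper applied a threshold on the fold change and a Bonferroni correction. Several technical explanations were tested on the 3814 genes changed at that stage. With every library drawn down to the smallest total the count was 3406, without the 10 most counted genes it was 3811, with upper-quartile normalization it was 3336 and with the replicate block it was 3967. The correlation across genes with exonic length was -0.0485 (Spearman). The jmjd-5 transcript was lower in the libraries labelled as mutant, with a log2 fold change of -1.26, so a swapped label was not seen. GC content and reads of other organisms were not tested, and strain variants were tested on the averaged effect only. A difference in the age of the cultures was tested by correlating the fold changes with the mean difference between replicates 1 and 2 of the other 8 libraries, which gave 0.255 across genes, below but close to the limit of 0.3 set for that test. That test sees age only as far as those replicates differed in it, so age is not excluded.

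The marker sets bear on the same pattern. Camera's p for them can be too small, because it used a small preset correlation between genes. Genes of 1 tissue can vary together between cultures, and each group had only 2 libraries. The oocyte and embryo set was lower in the mutant after 6 generations (median log2 fold change -0.69, lower in 32 of 35 genes, camera adjusted p = 1.35e-13). The moulting and cuticle set without the S1 Appendix genes was higher (camera adjusted p = 2.98e-09; with them, the median was 0.82 and 168 of 207 genes were higher). Both sets went the other way after 1 generation at 25°C, with medians of 0.55 and -0.50, and the difference between stages was not tested for the sets. Mutant cultures that were younger, or that held less germline, are a candidate explanation that the other sets do not settle. The vitellogenin set was higher (median 0.60, 5 of 5 genes, camera adjusted p = 0.0210, and 0.0601 with the replicate block), but vitellogenins are made in the intestine, so a smaller share of germline RNA could raise them as well. The sperm set was not shown to be lower (median 0.11, 38 of 63 genes higher, camera adjusted p = 0.387). The paper reports lower fertility and more germ cell apoptosis in this mutant after several generations at 25°C. Fewer oocytes and embryos could therefore also be a consequence of the mutation itself. A difference in harvest or tissue content between the N2 and the mutant cultures remains open. The marker sets do not tell such a difference from an effect of the mutation on transcription. As a hypothesis, fewer oocytes and embryos in the mutant could contribute to the 2621 genes that were lower, since 32 of the 35 genes of that set were lower.

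The share of reads that mapped to several places was 20.6% ± 0.971 (SD, n = 2) in jmjd-5(tm3735) and 15.8% ± 0.0594 (SD, n = 2) in N2 after 6 generations at 25°C, a difference of 4.85 percentage points. At 20°C the difference was -1.48 points. The change between these stages was 6.33 points (exact permutation test, two-sided, p = 0.0556, the smallest that 36 arrangements allow). Across the 12 libraries the share rose with the share of counts on vitellogenin genes (Pearson's r = 0.961, permutation p = 3e-05, adjusted 6e-05; Spearman's rho = 0.748, permutation p = 0.00717, adjusted 0.0143), and r was 0.932 without the 2 libraries farthest from the median. Within N2 it was 0.822 and within the mutant 0.973. Against the total number of reads, r was 0.0772 (permutation p = 0.809) and rho was 0 (permutation p = 1). Reads shared between near-identical vitellogenin copies are a candidate source of the difference, from 2 relations computed. The vitellogenin set was higher in the mutant at this stage (median log2 fold change 0.60, 5 of 5 genes higher, camera adjusted p = 0.0210), which did not pass the limit with the replicate block. At 20°C the same set was lower in the mutant (median -0.68, 5 of 5 genes lower, camera adjusted p = 4.29e-05, and 0.00232 with the replicate block). The difference between the stages was not tested for this set.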

How the results depend on the processing

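The alternatives with the earlier edgeR estimator, with the replicate block within each stage, with DESeq2 and a replicate block together, and without the genes of the S1 Appendix were chosen after seeing the data. After 6 generations at 25°C, the number of genes at an adjusted p under 0.05 stayed within 1.5 times 3814 under every alternative run, from 3231 with the DESeq2 test to 4850 with the replicate block within each stage, and more genes were lower than higher in each. The counts at 20°C and after 1 generation at 25°C depended on the processing, and the cause was not tested.

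With filterByExpr, the 169 genes at 20°C became 71 and the 158 after 1 generation at 25°C became 45; at the thresholds of the paper, 8 became 5 and 4 became 2, and the 760 genes whose genotype effect differed between 6 generations at 25°C and 20°C became 1146. With only the libraries compared, the counts were 37 and 19, and at the thresholds of the paper 1, 2 and 12 for the 3 stages; the temperature effect in N2 after 1 generation was 76 genes in place of 128. With the DESeq2 test, the counts were 266 at 20°C and 793 after 1 generation; the averaged effect had 485 genes in place of 283, the temperature effects 268 and 521 in place of 128 and 242, and the difference between 1 generation at 25°C and 20°C 19 in place of 1. At the thresholds of the paper after 6 generations, DESeq2 as in the methods gave 28 genes and DESeq2 without shrinkage 24, in place of 46. With DESeq2's size factors, the 760 genes became 305. With the replicate block, the 158 genes after 1 generation became 81. With the replicate block within each stage, the counts were 364 and 1089, and at the thresholds of the paper 13 and 10.

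With the earlier edgeR estimator and no filter on low counts, the counts at an adjusted p under 0.05 were 591 at 20°C and 2145 after 1 generation, and at the thresholds of the paper 67, 122 and 285. With filterByExpr and robust fitting, that estimator gave 54 and 42 genes, and 10 after 6 generations at the thresholds of the paper. Without the filter, the averaged effect had 844 genes, the temperature effects 732 and 1704, and the differences between stages 1682 for 6 generations and 652 for 1 generation. That estimator made 174 calls on simulated counts in a comparison with no change, against 2 for the one used.

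The averaged effect ranged from 114 to 539 genes across the 12 fits that each left out one replicate. The log2 fold change of jmjd-5 after 1 generation at 25°C ranged from -0.82 to -0.67 across the 4 values that each left out one replicate. Of the gene sets after 6 generations at 25°C, the recombination and apoptosis set was no longer past the limit with filterByExpr (median -0.39), the histone set with the replicate block (-0.57) and without the genes of the S1 Appendix (-0.53), and the vitellogenin set with the replicate block (0.59). The recombination and apoptosis set at 20°C, far from the limit and with a downward direction in camera, turned upward with the replicate block (median 0.0093). Its median of 0 without the block is the value of ced-13, which had no reads at that stage. Outside jmjd-5 and the recombination and apoptosis genes, 83 of the named genes' fold changes with a test stayed on their side of the limit. Another 12 came to pass it, those of sdc-3 and pgp-6. Of the recombination and apoptosis genes, rtel-1 after 6 generations came to pass it with the replicate block. Its edgeR adjusted p was 0.0681 without the block and 0.0364 with it.

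The depth limits genes with few reads, such as clec-137 and ced-13.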

Differences from the paper's values

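The fits of DESeq2 with shrinkage and a replicate block were chosen only after the values had been seen. At 20°C, 2 genes were down at the thresholds of the paper, against the paper's 1. Of the alternatives set before the data were examined, the replicate block gave 1. DESeq2's size factors, DESeq2 as in the methods and DESeq2 without shrinkage gave 2, and filterByExpr and only the libraries compared gave 0. Of the alternatives chosen after seeing the data, DESeq2 with shrinkage and a replicate block gave 1. The replicate block within each stage gave 2 and the earlier edgeR estimator gave 27.

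For 36 of the 47 log2 fold changes in the S1 Appendix, the value here differed from the paper's by more than its standard error, in each case with the same sign and a larger size. The log2 fold changes at 20°C were arf-1.1 3.88 against the paper's 3.28, Y41C4A.11 5.10 against the paper's 3.13, F22B3.7 4.61 against the paper's 1.97, fog-3 2.55 against the paper's 1.94, scrm-4 2.43 against the paper's 1.89, nhr-243 2.14 against the paper's 1.68 and fbxa-192 -2.70 against the paper's -1.96. The log2 fold changes after 1 generation at 25°C were fbxa-192 -3.07 against the paper's -2.16, pgp-6 -3.63 against the paper's -2.42 and C55C3.3 -3.58 against the paper's -2.76. The log2 fold changes after 6 generations at 25°C were col-41 3.37 against the paper's 2.46, C48B4.12 3.80 against the paper's 2.45, clec-137 4.78 against the paper's 2.44, F26D2.16 3.93 against the paper's 2.35, ins-31 3.69 against the paper's 2.33, C07G1.7 5.24 against the paper's 2.26, K12H6.9 4.23 against the paper's 2.24, M7.9 3.76 against the paper's 2.19, mlt-11 2.73 against the paper's 2.15, try-8 3.31 against the paper's 2.11, F18E9.7 3.92 against the paper's 2.07, clec-197 4.30 against the paper's 2.04, dhs-26 2.81 against the paper's 2.00, bath-45 3.28 against the paper's 1.97, fipr-17 3.88 against the paper's 1.97, C04G6.6 2.62 against the paper's 1.94, lpr-3 2.65 against the paper's 1.94, K12H6.4 3.73 against the paper's 1.90, Y37D8A.5 2.62 against the paper's 1.90, R02F2.2 2.42 against the paper's 1.85, Y68A4A.13 2.22 against the paper's 1.85, cin-4 -1.69 against the paper's -1.49, Y23H5A.2 -2.78 against the paper's -1.82, K04C1.5 -2.15 against the paper's -1.83, his-68 -2.46 against the paper's -1.86 and C55C3.3 -3.41 against the paper's -2.29.

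DESeq2 as in the methods of the paper, an alternative set before the data were examined, was run with shrinkage, which the paper's text does not name. With it, 34 of the 36 fell within the error of the paper's value. The values of pgp-6 after 1 generation (-1.18 against the paper's -2.42) and C07G1.7 (1.93 against the paper's 2.26) did not. Over all 47 values that setting left 7 differences, those of sdc-3 at 20°C and after 1 generation, pgp-6, C07G1.7, col-17, col-48 and F53F1.4. DESeq2 without shrinkage closed 1 of the 36, that of cin-4, and DESeq2's size factors and the replicate block closed 0. Most of the 36 differences are therefore those between shrunken and unshrunken fold changes. Leaving out a library closed 12.

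DESeq2 with shrinkage and a replicate block left none of the 47 different, with a largest gap of 0.14, and gave 9, 4 and 33 genes against the paper's 9, 4 and 34, all of them in the paper's lists; it was chosen after seeing the values, and the paper's text does not name such a block. That fit was run in 4 forms with the Bonferroni correction over 20621 genes. This number of tested genes was inferred from the adjusted and raw p in the paper's list. Its difference from the 22708 genes with at least 1 read was not resolved. The forms with all genes, without 21ur genes and with genes of more than 1 read each gave 9, 4 and 33 genes, all in the paper's lists. A local dispersion fit gave 12, 6 and 54, of which 9, 3 and 34 are in the paper's lists.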

Other observations

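The tests of chromosome V, of the replicate numbering and of the jmjd-5 deletion were chosen only after related results had been seen. The limit of camera's p stated for the marker sets holds for the gene sets below as well.

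The genotype effect averaged over the 3 stages passed the adjusted limit for 283 genes, 177 up and 106 down. Of the 32 splits of the libraries within stages that part all 6 same-numbered pairs, 2 gave as many genes, the real one included. The other one, with 354 genes, exchanges the genotypes at 25°C generation 6 only, so it also separates N2 from the mutant at each stage, with a different sign. Among 36 of the 76 splits that part fewer of those pairs, 1 gave as many, with 3628 genes, and it separates replicate 1 from replicate 2 at 20°C and the genotypes at both stages at 25°C, exchanged after 6 generations. Both of these splits carry the difference between the genotypes, so they are not groupings unrelated to the mutation, and no other split run gave more than 191 genes. Across 13653 genes the genotype effects after 1 and 6 generations at 25°C had a correlation of -0.264. The effect at 20°C had a correlation of 0.231 with that after 1 generation and of 0.102 with that after 6 generations. Genes are not independent replicates.

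With the replicate number in the model, 4 genes differed between replicate 1 and replicate 2, and 2 of the 32 numberings gave as many, the real one included, so a shared difference between the numbers was not established over the 3 stages.

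As a hypothesis, part of the genotype effect averaged over the stages could be due to variants carried along with jmjd-5 on chromosome V. Chromosome V held 61 of the 283 genes, 1.22% of its genes against 1.23% on the other chromosomes (Fisher's exact test, two-sided, p = 1). Among genes with a mean of at least 10 counts, the odds ratio was 1.26 (p = 0.166 from the same exact test). The 61 genes include jmjd-5, which was left out of the distances. The others were not close to it, at a median distance of 6.00 Mb against 4.43 Mb for random genes of the chromosome. The share of 10000 random lists as close was 0.994. Neither test bore the hypothesis out for the averaged effect. A share and a median over many genes cannot exclude linked variants that act on a few of them. The 12 genes that passed the adjusted limit at each of the 3 stages were not tested for their position.

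Another hypothesis started from the paper's report of reduced H3K36me2 staining in a region corresponding to chromosome X. Genes of chromosome X were higher in the mutant than other genes after 6 generations at 25°C (median log2 fold change 0.19, 2055 genes higher and 881 lower, camera adjusted p = 0.000362), and not at 20°C (adjusted p = 0.387) or after 1 generation (adjusted p = 0.369). The difference between stages was not tested for this set. A smaller share of oocyte and embryo RNA could give the same shift, since that set was lower at this stage (adjusted p = 1.35e-13), so the pattern cannot be told apart from a difference in tissue content.

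A higher share of sperm RNA in the mutant at 20°C was tested as a hypothesis. No shift of the sperm set without the genes of the S1 Appendix was shown (camera adjusted p = 0.247; in the whole set the median was 0.10 and 43 of 63 genes were higher). After 1 generation at 25°C the set was lower in the mutant (median -0.60, 55 of 63 genes lower, camera adjusted p = 2.70e-08, and 9.63e-06 with the replicate block; without the genes of the S1 Appendix it remained lower). No explanation of that fall was tested, and neither was the difference between the stages.

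The histone set was lower in the mutant at 20°C (median log2 fold change -0.79, 29 of 34 genes lower, camera adjusted p = 9.4e-10) and after 1 generation at 25°C (-0.57, 24 of 34 lower, adjusted p = 0.00259). Histone genes share near-identical copies, so reads of single members are uncertain, and no explanation was tested.

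In the mutant, 63.5% of the jmjd-5 counts of N2 remained at 20°C, 59.7% after 1 generation and 41.8% after 6 generations at 25°C. A run of 621 bases inside the gene can hold at most 577 coding bases, because the exons are parted by introns, and its loss leaves at least 66.7% of the coding length. Taking this as a bound on the reads assumes even coverage along the transcript. It also assumes that the remaining exons are still spliced in. Counts per gene cannot test either assumption. The paper reports a significant decrease of the transcript by qRT-PCR, an assay that was not compared here. The share remaining at 20°C was below that bound by less than the standard error of the log2 fold change (-0.07 on the log2 scale, standard error 0.165), so the fall at this stage cannot be told apart from the loss of a deletion of that coding length. After 1 generation at 25°C it was also within the standard error of the bound (-0.16, standard error 0.171). After 6 generations the log2 fold change lay below the bound by -0.67 (standard error 0.170), and by -0.61 when the reads of 49 nt that would cross the deletion were taken as lost too, with at least 64.0% left. Averaged over the stages the difference from these 2 bounds was -0.30 and -0.24 (standard error 0.132). The difference between 6 generations at 25°C and 20°C was -0.60 on the log2 scale (standard error 0.237, edgeR adjusted p = 0.186), which did not pass the adjusted limit, so the stages were not shown to differ. The ends of the deletion were not located, but under these assumptions the bound holds for any position of it inside the gene. Under even coverage and unchanged splicing, the fall after 6 generations was larger than the loss of the deleted bases allows. Neither assumption could be tested, so whether the fall exceeds that loss remains open.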
